# DAP5 drives translation of specific mRNA targets with upstream ORFs in human embryonic stem cells

**DOI:** 10.1261/rna.079194.122

**Published:** 2022-10

**Authors:** Maya David, Tsviya Olender, Orel Mizrahi, Shira Weingarten-Gabbay, Gilgi Friedlander, Sara Meril, Nadav Goldberg, Alon Savidor, Yishai Levin, Vered Salomon, Noam Stern-Ginossar, Shani Bialik, Adi Kimchi

**Keywords:** DAP5, ribosome profiling, RNA-seq, uORF, pluripotent embryonic stem cells, noncanonical protein translation

## Abstract

Death associated protein 5 (DAP5/eIF4G2/NAT1) is a member of the eIF4G translation initiation factors that has been shown to mediate noncanonical and/or cap-independent translation. It is essential for embryonic development and for differentiation of embryonic stem cells (ESCs), specifically its ability to drive translation of specific target mRNAs. In order to expand the repertoire of DAP5 target mRNAs, we compared ribosome profiles in control and DAP5 knockdown (KD) human ESCs (hESCs) to identify mRNAs with decreased ribosomal occupancy upon DAP5 silencing. A cohort of 68 genes showed decreased translation efficiency in DAP5 KD cells. Mass spectrometry confirmed decreased protein abundance of a significant portion of these targets. Among these was KMT2D, a histone methylase previously shown to be essential for ESC differentiation and embryonic development. We found that nearly half of the cohort of DAP5 target mRNAs displaying reduced translation efficiency of their main coding sequences upon DAP5 KD contained upstream open reading frames (uORFs) that are actively translated independently of DAP5. This is consistent with previously suggested mechanisms by which DAP5 mediates leaky scanning through uORFs and/or reinitiation at the main coding sequence. Crosslinking protein–RNA immunoprecipitation experiments indicated that a significant subset of DAP5 mRNA targets bound DAP5, indicating that direct binding between DAP5 protein and its target mRNAs is a frequent but not absolute requirement for DAP5-dependent translation of the main coding sequence. Thus, we have extended DAP5's function in translation of specific mRNAs in hESCs by a mechanism allowing translation of the main coding sequence following upstream translation of short ORFs.

## INTRODUCTION

Eukaryotic translation initiation factor 4 gamma 2 (eIF4G2, hereafter referred to as death associated protein 5 [DAP5]) is a member of the eIF4G translation initiation factors (Imataka et al. 1997; Levy-Strumpf et al. 1997; Shaughnessy et al. 1997; Yamanaka et al. 1997), and an RNA binding protein that emerged in several unbiased screens of the RNA interactome (Baltz et al. 2012; Castello et al. 2012; Kwon et al. 2013). eIF4G1 acts as a scaffold for assembly of the preinitiation complex at the 5′ cap structure, which recruits the 40S ribosome and other translation factors necessary for cap-dependent translation. DAP5 lacks the amino terminus of eIF4G1, including the domain that interacts with the cap-recognition factor eIF4E, and thus cannot mediate canonical cap-dependent translation. It can, however, modulate translation in a cap-independent manner by several mechanisms that have been proposed in the recent literature. DAP5 can recruit the ribosome to internal sequences within the 5′UTR known as the internal ribosome entry site (IRES), or cap-independent translation enhancers (CITE), thereby driving cap-independent translation of select mRNAs both in cell-free assays and intact cells (Weingarten-Gabbay et al. 2014; Liberman et al. 2015; Yoffe et al. 2016; Haizel et al. 2020). This mechanism has been shown to drive specific noncanonical translation, specifically in scenarios when general cap-dependent translation is attenuated, such as during apoptosis and stress conditions (e.g., c-Myc, Apaf-1, c-IAP2, and p53 [Henis-Korenblit et al. 2002; Nevins et al. 2003; Warnakulasuriyarachchi et al. 2004; Lewis et al. 2008; Weingarten-Gabbay et al. 2014]), mitosis (e.g., Bcl-2 and CDK1 [Marash et al. 2008]), and in pluripotent hESCs (e.g., HMGN3 [Yoffe et al. 2016]). A similar cap-independent translation mechanism that requires DAP5 recognizes *N*^6^-methyladenosine (m6A) modification of motifs adjacent to start codons within circular mRNAs. The m6A reader YTHDF3A, which can interact with DAP5, is required for translation of these methylated circular mRNAs, and is presumed to recruit DAP5 and eIF3A to the methylated motif (Yang et al. 2017). Another mechanism, demonstrated in quiescent mammalian cells and immature *Xenopus* oocytes, is mediated by sequences within the 3′UTR of specific mRNAs, via interactions between DAP5 and an FXR1a-miRNP complex that binds the mRNA (Bukhari et al. 2016). DAP5 was also shown to mediate a noncanonical, eIF4E-independent translation of capped mRNAs by binding eIF3d (de la Parra et al. 2018), which can directly interact with the 5′ cap structure to enable assembly of the initiation complex in the absence of eIF4E (Lee et al. 2016). DAP5/eIF3D-dependent translation was shown to be a widespread mechanism in breast cancer cells that may account for translation of nearly 20% of mRNAs (de la Parra et al. 2018). This mechanism also mediates expression of regulatory T cell differentiation-specific mRNAs following mTORC1 inhibition and TGFβ-induced transcriptional reprogramming of naïve T cells, during which eIF4E/cap-dependent translation is inhibited (Volta et al. 2021).

More recently, DAP5 was shown to mediate translation of the main coding sequences (CDS) in mRNAs containing structured 5′ leaders with upstream ORFs (uORFs) (Weber et al. 2021; Smirnova et al. 2022). Both works used reporter assays to prove that the 5′ leader harboring the uORFs was critical for translation of the main CDS in a DAP5-dependent manner. The uORFs, which were translated in a canonical cap-dependent manner, were the springboard to facilitate DAP5-mediated initiation from downstream translation start sites, including the CDS, and more distal uORFs. Thus, in contrast to the noncanonical mechanisms described above, this DAP5-mediated function indirectly requires the canonical eIF4G1 translation initiation complex that interacts with the 5′ cap. According to Weber et al. (2021), DAP5 reinitiates translation of the CDS by post-termination 40S subunits that failed to recycle following translation of the uORFs, whereas Smirnova et al. favored a mechanism by which DAP5 promotes leaky scanning through the uORF (Smirnova et al. 2022).

DAP5 function is critical for early development. Deletion of the DAP5 encoding gene *Eif4g2* by knockout (KO) in mice leads to early embryonic lethality at the gastrulation stage (Yamanaka et al. 2000). Similarly, knockdown (KD) of the zebrafish ortholog is embryonic lethal and results in impaired mesoderm formation (Nousch et al. 2007). Embryonic lethality was also observed in loss-of-function mutants of the *Drosophila* ortholog, which was shown to be necessary for germband extension. Mutants with a milder hypomorphic allele died in the early pupa stage during metamorphosis, exhibiting defective salivary gland regression, head egression, and adult sensory organ formation (Yoshikane et al. 2007). In cell culture, KO of *Eif4g2* in mouse embryonic stem cells (mESCs) and KD of DAP5 in human ESCs (hESCs) negatively affected their ability to differentiate in response to various triggers such as retinoic acid (RA), or when grown as embryoid bodies (EBs) or teratomas (Yamanaka et al. 2000; Yoffe et al. 2016).

Importantly, we previously reported that hESCs depleted of DAP5 by shRNA exhibited a reduced ability to drive cap-independent translation (Yoffe et al. 2016), supporting the hypothesis that DAP5's translation functions are necessary for embryonic differentiation. Analysis of the set of mRNAs that exhibited reduced association with heavy polysomes, that is, reduced translation efficiency (TE) in DAP5 KD hESCs, indicated that DAP5 is necessary for translation of ribosomal proteins and proteins involved in mitochondrial respiration, which is critical for the transition from pluripotency to differentiation (Yoffe et al. 2016). The same study also showed that DAP5 mediates cap-independent translation of *HMGN3* mRNA, which encodes a chromatin remodeling factor that is necessary for RA-induced differentiation (Yoffe et al. 2016). Ribosome profiling in *Eif4g2* KO mESCs indicated that DAP5 is necessary for the translation of MAP3K3 and Sos1; consistent with this, *Eif4g2* KO mESCs had reduced ERK signaling, thus resembling ground state mESCs (Sugiyama et al. 2017). Altogether, the cohort of DAP5 target mRNAs necessary for the transition of ESCs from pluripotency to differentiated states may be larger than initially assumed and should be explored further.

Here, we wished to expand the list of DAP5-dependent mRNA translation targets and uncover additional mechanisms of noncanonical translation in hESCs. To this end, we performed ribosome profiling together with mass spectrometry analysis in DAP5 KD hESCs, identifying an interesting set of mRNAs with reduced TE and corresponding reduced protein abundance. We further characterized this set of mRNAs by determining which bound directly to DAP5 by a genome-wide RNA-coimmunoprecipitation (CLIP) assay. Notably, a significant portion of the DAP5 target mRNAs contained uORFs within their 5′ leader sequences; DAP5 KD reduced translation from the main coding sequence but not from cap-proximal uORFs, supporting the hypothesis that DAP5 is necessary for reinitiation and/or leaky scanning of target mRNAs in hESCs.

## RESULTS AND DISCUSSION

### Ribosome profiling identifies translation targets of DAP5 in hESCs

As previously reported, DAP5 KD pluripotent hESCs did not exhibit any differences in proliferation or survival rates compared to control cells, and global translation rates were unchanged (Yoffe et al. 2016). Yet TE of specific proteins was affected by DAP5 depletion in pluripotent hESCs, as assessed by reduced association of these specific mRNAs with polysomes in DAP5 depleted hESCs. Ribosome profiling (RP) is a second method that recognizes actively translated mRNAs by virtue of their occupancy by ribosomes and thus protection from RNase treatment. The protected sequences are subsequently identified by deep sequencing (Ribo-seq). Since polysome profiling and ribosome profiling often detect different subsets of translation targets, we performed RP-Ribo-seq in hESCs expressing DAP5 shRNA or control nontargeting (NT) shRNA as an alternative strategy to identify DAP5-specific translation targets. RP has the advantage in that it quantitatively pinpoints which regions of the mRNA are bound by ribosomes, including actively translated uORFs with potential regulatory functions. In parallel, RNA deep sequencing (RNA-seq) was also performed on total mRNA, and the ribosome loading score (RLS) of each mRNA was determined by normalization of ribosome footprints to its total mRNA abundance as a measure of TE (Finkel et al. 2021a). 

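Ribo-seq and RNA-seq were performed in H9 cells, an established line of hESCs, that stably expressed an shRNA against DAP5 (shDAP5) or the nontargeting control (shNT) from a lentiviral vector. Each combination of shRNA and library type (RP or total mRNA) had 4 libraries, for a total of 16. For RP, cell lysates prepared with cycloheximide were digested with RNase I and the fragments protected by ribosomes were sequenced, while the total mRNA libraries were made from poly(A)-selected RNA. The authors trimmed the adaptors, removed reads of rRNA, aligned the remaining reads to the human genome (hg38) and kept only those with a unique position, so that reads falling equally well on near-identical genes were lost. They deposited raw counts for 14511 genes in each library. RP reads were counted on the coding sequence (CDS), leaving out the stretches next to its start and its end. The counts per library ranged from 2825525 to 6690784 in shNT RP (median 3601279.5), from 2299405 to 7686638 in shDAP5 RP (median 2614664), from 683871 to 1011008 in shNT total mRNA (median 858684) and from 756912 to 1151593 in shDAP5 total mRNA (median 1023556.5). The tested genes had a median of 31.9 counts in a total mRNA library and of 128 counts in an RP library, and so the total mRNA libraries were the shallower kind. Across genes, libraries of the same group correlated with a Pearson coefficient between 0.929 and 0.983, and every pair differed by more than the sampling noise (chi-square per gene from 1.50 to 22.3). The paper describes 4 independent experiments and the labels number 4 replicates, whereas the columns of the counts name 2 replicates, each with parts a and b. Each library was counted as a sample here (n = 4). A difference beyond sampling noise does not show that parts a and b are separate cultures, and with the parts summed each group has 2 samples. Starting from the counts, all 16 libraries were normalized with edgeR's TMM method and fitted in a single quasi-likelihood model. The change in total mRNA was tested between shDAP5 and shNT over the 10290 genes with a mean normalized count above 10 in the total mRNA libraries, and the change in RLS was tested as the interaction of shRNA and library type over the 10302 genes with a mean above 10 in all libraries. The median standard error of a log2 fold change was 0.232 for total mRNA and 0.298 for RLS. In counts simulated at these depths, in which the footprints of 200 genes changed by 1 on the log2 scale, the RLS test at the paper's thresholds recovered 84 of the 200 and called 8 of the unchanged genes. At a change of 1.5 it recovered 150 of 196.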

The effect of DAP5 depletion on the RLS of each mRNA was calculated by comparing control NT and DAP5 KD hESCs (Supplemental Table S1). 

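EIF4G2, the gene encoding DAP5 (ENSG00000110321), lies on the minus strand of chromosome 11 from 10797050 to 10808940 (GRCh38). Its normalized count in total mRNA was 898 ± 156 (SD, n = 4) in shNT and 165 ± 26.1 (SD, n = 4) in shDAP5 cells, a log2 fold change of -2.44 (standard error 0.199, adjusted p = 7.03e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The shNT libraries had 671, 920, 989 and 1012 normalized counts, and the shDAP5 libraries had 145, 151, 161 and 203. In RP, the normalized count was 795 ± 210 (SD, n = 4) in shNT and 120 ± 29.4 (SD, n = 4) in shDAP5 cells, a log2 fold change of -2.73 (standard error 0.192, adjusted p = 1.62e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These were 582, 648, 948 and 1000.4 normalized counts in the shNT libraries, and 86.0, 112, 126 and 157 in the shDAP5 libraries. Thus, all shDAP5 libraries had fewer EIF4G2 counts than all shNT libraries of the same type, in accord with their labels. Because footprints and mRNA fell to a similar extent, the RLS of EIF4G2 changed by -0.29 on the log2 scale, which was not significant (standard error 0.268, adjusted p = 0.876, edgeR's quasi-likelihood test). Over the 16 fits that each left out a single library, the log2 fold change in total mRNA stayed between -2.56 and -2.31.

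**Figure D1:**
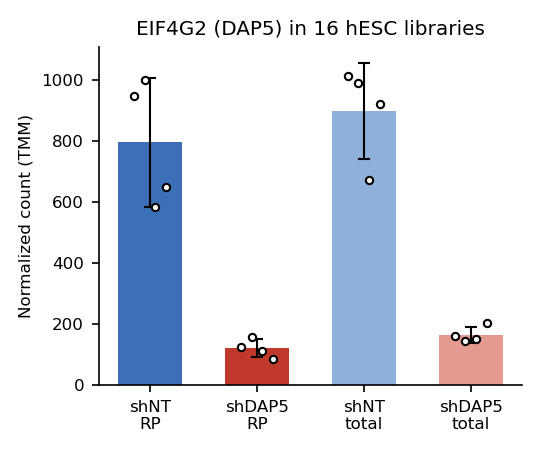
Normalized counts (edgeR's TMM) of EIF4G2 in the RP and total mRNA libraries of shNT and shDAP5 hESCs. Bars show the mean of 4 libraries, error bars the SD, and dots the single libraries. The shDAP5 libraries lie between 86.0 and 203 normalized counts, all below the shNT libraries.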

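The principal components of the 16 Ribo-seq and RNA-seq libraries were computed from log2 CPM (prior count of 2), with each gene centred and scaled. The first component explained 40.9% of the variance and separated RP libraries (scores from 56.2 to 87.1) from total mRNA libraries (scores from -94.2 to -63.4). The second component, with 16.3% of the variance, separated shNT libraries (scores from 35.4 to 56.1) from shDAP5 libraries (scores from -56.3 to -39.4). With the genes centred but not scaled, the share of the first component rose to 53.9%.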

Principle component analysis (PCA) indicated that both Ribo-seq and RNA-seq experiments were reproducible, as replicates clustered together (Fig. 1A). Metagene analysis of read densities, in which gene profiles are aligned and then averaged, revealed the expected profiles of footprints in the Ribo-seq experiment (Supplemental Fig. S1A). Analysis of the transcriptome of DAP5 KD cells yielded 493 down-regulated mRNA transcripts (fold-change < 0.5, FDR < 0.05) and 225 up-regulated mRNA transcripts (fold-change > 2.0, FDR < 0.05) (Fig. 1B; Supplemental Table S1). 

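Between shDAP5 and shNT total mRNA, 526 genes were at least 2-fold lower and 217 at least 2-fold higher with an adjusted p of at most 0.05 (edgeR's quasi-likelihood test), out of 10290 tested. Without a limit on the fold change, 892 genes were lower and 775 higher at this adjusted p. Of the transcripts in the paper's lists, 483 were among the lower genes and 211 among the higher genes found here. Limiting the test to genes with a mean above 50 counts moved the numbers most, to 137 lower and 71 higher genes, as fewer genes were then tested. With parts a and b of each replicate summed, there were 371 lower and 201 higher genes. A fit of the 8 total mRNA libraries alone gave 384 and 176. The lower genes with the smallest p were NELL2, SFRP1, FBN2, FZD2 and ZIC1. NELL2 (chromosome 12, 44508275 to 44921848, minus strand), a secreted glycoprotein gene, fell from 142 ± 14.9 (SD, n = 4) to 17.9 ± 2.24 (SD, n = 4) normalized counts, a log2 fold change of -2.99 (standard error 0.194, adjusted p = 2.67e-10, edgeR). SFRP1 (chromosome 8, 41261962 to 41309473, minus strand) encodes a secreted Wnt inhibitor, and its log2 fold change was -2.66 (standard error 0.183, adjusted p = 4.62e-10, edgeR). The fibrillin gene FBN2 (chromosome 5, 128257909 to 128659185, minus strand) changed by -3.53 (standard error 0.262) and the Wnt receptor gene FZD2 (chromosome 17, 44557484 to 44561262, plus strand) by -2.59 (standard error 0.203) on the log2 scale. The transcription factor gene ZIC1 (chromosome 3, 147393422 to 147510293, plus strand) had 69.3 ± 5.15 (SD, n = 4) normalized counts in shNT cells and at most 1 read in any shDAP5 total mRNA library, where it was at least 12.6-fold lower. With each library left out in turn, all of these genes remained past both thresholds.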

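As the pathway definitions of GeneAnalytics were not used here, families of ECM and adhesion genes were defined by their gene symbols and counted among the 526 genes that were at least 2-fold lower in shDAP5 total mRNA. All 10290 tested genes served as background. Collagens were overrepresented, with 9 of 21 tested members among the lower genes (odds ratio 14.1, adjusted p = 4.52e-06, two-sided Fisher's exact test adjusted over the 12 tests of this kind). As a set, 18 of the 21 collagens were lower, with a median log2 fold change of -0.67 (limma's camera with a preset correlation of 0.01, adjusted p = 3.86e-06 over the 14 sets tested in total mRNA). This call also held under fry (adjusted p = 0.00365) but not under camera with a correlation estimated from the data (adjusted p = 0.209), and 2 of the 35 ways of dividing the 8 total mRNA libraries into 4 and 4 gave as small a camera p, the real one included. The other ECM and adhesion families were not enriched beyond chance. Of the integrins, 2 of 14 were among the lower genes (adjusted p = 0.317), as were 1 of 8 laminins (adjusted p = 0.514), 3 of 22 matrix metalloproteases and ADAMTS proteases (adjusted p = 0.239) and 5 of 51 cadherins and protocadherins (adjusted p = 0.319, all by Fisher's exact test). As a set, integrins were lower under fry (adjusted p = 0.0344), with a median log2 fold change of -0.41, but not under camera (adjusted p = 0.193). Laminins were lower under camera (adjusted p = 0.0266, median -0.21) but not under fry (adjusted p = 0.0743). With the replicate of the column names as a block, laminins (adjusted p = 0.00956) and the proteases (adjusted p = 0.0322) were lower under fry, and 3 of the 14 integrins were among the lower genes (adjusted p = 0.0919, Fisher's exact test). Without the block, the proteases (camera, adjusted p = 0.239, median -0.21) and the cadherins and protocadherins (camera, adjusted p = 0.514, median 0.14) did not shift as sets.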

GeneAnalytics pathway analysis of the down-regulated group indicated enriched terms associated with extracellular matrix (ECM) and cellular adhesion, such as “degradation of extracellular matrix,” “integrin pathway,” and “cell adhesion ECM remodeling,” and signaling pathways involving ERK, PKA PLC, and CREB (Fig. 1C). The former is particularly interesting considering the importance of ECM and integrin interactions for ESC differentiation and cell fate (Wang et al. 2015), and that ESC-derived ECM affects their differentiation in response to different cues (Sart et al. 2014). “Developmental biology” was also a highly enriched pathway, and several gene ontology (GO) terms related to development, especially of the nervous system, were enriched within the data set (Supplemental Fig. S1B). 

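The semaphorins, plexins, ephrins, Eph receptors, netrins, Slits and their receptors guide growing axons, and formed another family defined by gene symbol. Of the 45 tested members, 10 were among the lower genes in shDAP5 total mRNA, and 1 was among the higher genes. The overrepresentation among the lower genes had an odds ratio of 5.39 (adjusted p = 0.000423, two-sided Fisher's exact test). As a set, 35 of the 45 genes were lower, with a median log2 fold change of -0.33 (camera, adjusted p = 0.000175; fry, adjusted p = 0.00985). When the correlation among these genes was estimated from the data, the shift did not pass (adjusted p = 0.353), and 4 of the 35 divisions of the 8 total mRNA libraries gave as small a preset-correlation p. Of a list of 11 neuroectoderm marker genes, 6 were tested and 4 of them were lower, with a median log2 fold change of -2.46 (camera, adjusted p = 0.000175; fry, adjusted p = 5.01e-05).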

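Among the 217 genes that were at least 2-fold higher in shDAP5 total mRNA, those with the smallest p were DMD, CLUH, LEFTY2, HHLA1 and ZNF560. The dystrophin gene DMD (chromosome X, 31097677 to 33339609, minus strand) rose from 40.4 ± 18.0 (SD, n = 4) to 327 ± 99.8 (SD, n = 4) normalized counts, a log2 fold change of 3.02 (standard error 0.281, adjusted p = 5.68e-08, edgeR). CLUH (chromosome 17, 2689386 to 2712663, minus strand), a regulator of mitochondrial mRNAs, changed by 1.51 (standard error 0.141). LEFTY2 (chromosome 1, 225936598 to 225941383, minus strand), a Nodal inhibitor, changed by 2.81 (standard error 0.263), and HHLA1 (chromosome 8, 132061480 to 132111159, minus strand) by 2.48 (standard error 0.245), although part of the HHLA1 exons are shared with another annotated gene and its counts are uncertain. The zinc finger gene ZNF560 (chromosome 19, 9466355 to 9498616, minus strand) had no read in any shNT total mRNA library and 45.6 ± 9.21 (SD, n = 4) normalized counts in shDAP5, and was at least 7.76-fold higher. Of the families tested, the matrix proteases had 3 of 22 members among the higher genes (adjusted p = 0.0424, Fisher's exact test) and the cadherins and protocadherins 4 of 51 (adjusted p = 0.0666), or 6 of 51 with the replicate of the column names as a block (adjusted p = 0.00406). No collagen, integrin or laminin was among them.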

There were no highly enriched pathways within the set of up-regulated genes. 

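In the test of the interaction between shRNA and library type, 40 of 10302 genes had an RLS at least 1.5-fold lower in DAP5 KD cells with an unadjusted p under 0.001. In both directions 55 genes passed these limits, while 10.3 genes are expected under this p by chance. With the Benjamini-Hochberg adjusted p under 0.05 in place of the unadjusted limit, 22 genes had a lower RLS. The number depended on the software and on single libraries. DESeq2 called 68 genes lower, the largest number among the full-library tests, and all 40 genes called by edgeR were among them. Leaving out single libraries changed the edgeR number to between 32 and 73, with 73 genes without the shNT RP library of 6690784 counts, 70 without the shDAP5 total mRNA library of 978306 counts, and 62 without the shNT total mRNA library of 1011008 counts. In these fits the median RLS log2 fold change of all tested genes moved from 0.037 to -0.045, -0.049 and -0.060, respectively. The larger numbers thus went with a shift of the bulk of the genes towards a lower RLS. When the shRNA labels were redrawn 100 times within each library type, the real labels included, 5 sets of labels gave at least 40 genes in one of the 2 directions. The other 4 sets kept 3 or 4 of the RP libraries of each shRNA together and so retain a part of the real difference. With parts a and b of each replicate summed, which leaves 2 samples per group, 23 genes had a lower RLS, of which 21 were shared with the 40. The lower-RLS genes with the smallest p, besides MAPK6 and CCDC88A, were KIF3C, GPBP1L1 and HIST1H1C. The kinesin gene KIF3C (chromosome 2, 25926598 to 25982749, minus strand) had 48.3 ± 3.54 (SD, n = 4) normalized RP counts in shNT and 13.96 ± 3.16 (SD, n = 4) in shDAP5 cells, with 168 ± 14.9 and 174 ± 19.8 in total mRNA. Its RLS changed by -1.85 on the log2 scale (standard error 0.228, adjusted p = 0.000198, edgeR's quasi-likelihood test). The RLS of GPBP1L1 (chromosome 1, 45627304 to 45688113, minus strand) changed by -1.45 (standard error 0.238, adjusted p = 0.00400, edgeR), also through fewer footprints (RP log2 fold change -1.54). HIST1H1C (chromosome 6, 26055740 to 26056470, minus strand) encodes a histone H1, and its RLS changed by -1.23 (standard error 0.210, adjusted p = 0.00622, edgeR). In this gene, the footprints did not fall (RP log2 fold change 0.13, standard error 0.132), while the reads in total mRNA rose from 95.8 ± 18.1 (SD, n = 4) to 248 ± 23.8 (SD, n = 4).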

Upon normalization of the RP and total mRNA data, a group of 68 genes showed a significant reduction in TE (>1.5-fold, *P* < 0.001) upon depletion of DAP5; these mRNAs require DAP5 for their translation either directly or indirectly (Table 1; Fig. 1D; Supplemental Table S1). This set will hereafter be referred to as DAP5 translationally activated mRNAs. 

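All 68 mRNAs of this set, listed in Table 1, were tested here and had a lower RLS in DAP5 KD cells, with log2 fold changes from -2.54 to -0.56 and a median of -0.96. Of these, 40 passed the limits of 1.5-fold and an unadjusted p under 0.001 in edgeR's test. The adjusted p was under 0.05 for 22 mRNAs over all genes tested, and for all 68 when adjusted over the list alone. The latter is not independent evidence, as the list was chosen on these libraries. DESeq2, which the methods of the paper name for this test, called all 68. With parts a and b of each replicate summed, 22 of the 68 passed in edgeR. With the replicate of the column names as a block, 49 passed, and 32 had an adjusted p under 0.05 over all genes. The footprints on the CDS were lower for 61 of the 68 (median RP log2 fold change -0.73; adjusted p under 0.05 for 52), whereas the total mRNA was higher for 47 (median 0.27; adjusted p under 0.05 for 18). Thus, most of the change in RLS came from the footprints. For the median of all tested genes, the RP log2 fold change was 0.052 and that of total mRNA 0.031. From the reduction in footprints relative to total mRNA, the paper reasons that these mRNAs require DAP5 for their translation, either directly or indirectly.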

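In the opposite direction, 15 genes had an RLS at least 1.5-fold higher in DAP5 KD cells with an unadjusted p under 0.001 in edgeR's test, 7 of them with an adjusted p under 0.05. Leaving out single libraries gave between 7 genes (without the shNT RP library of 4130762 counts) and 30 genes (without the shNT RP library of 2825525 counts), and with redrawn labels, the real ones included, 14 of 100 sets gave at least as many in one of the 2 directions and 6 in both. With replicate 1 and 2 of the column names as a block 25 genes had a higher RLS, 15 of them shared and 13 with an adjusted p under 0.05, and with the parts a and b summed 5 did, all shared. FTH1, PCDHA3, PCDHA11, DND1 and FTL had the smallest p. The ferritin heavy chain gene FTH1 (chromosome 11, 61959718 to 61967634, minus strand) rose from 450 ± 59.3 (SD, n = 4) to 900 ± 77.0 (SD, n = 4) normalized RP counts, with 1312 ± 84.6 and 1146 ± 76.4 in total mRNA, an RLS log2 fold change of 1.198 (standard error 0.168, adjusted p = 0.000720, edgeR). For the ferritin light chain gene FTL (chromosome 19, 48965309 to 48966879, plus strand) it was 0.73 (standard error 0.160, adjusted p = 0.0459, edgeR), and it no longer passed with the parts summed (0.66). Both ferritin genes have processed pseudogenes, and part of the CDS of FTH1 lies opposite exons annotated for BEST1, and so their counts of uniquely aligned reads are uncertain. PCDHA3 and PCDHA11 belong to the protocadherin alpha cluster, whose members share their 3′ exons, and the division of reads among them is uncertain. They span chromosome 5 from 140801028 and from 140868183, respectively, to 141012347 on the plus strand. PCDHA3 had at most 2 reads in any shNT RP library and was at least 6.00-fold higher in shDAP5 RP. The RLS log2 fold change of PCDHA11 was 2.50 (standard error 0.376, adjusted p = 0.00115, edgeR). DND1 (chromosome 5, 140670794 to 140673576, minus strand) changed by 2.60 (standard error 0.481, adjusted p = 0.0151, edgeR), from 2.24 ± 0.966 (SD, n = 4) normalized RP counts in shNT, a level of few reads, to 26.6 ± 9.83 (SD, n = 4) in shDAP5. The CDS of DND1 lies opposite exons annotated for WDR55, and its counts are uncertain as well.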

A smaller cohort of genes (*n* = 16) showed increased RLS in the DAP5-KD cells compared to the NT control (Fig. 1D; Supplemental Table S1).

**FIGURE 1.**
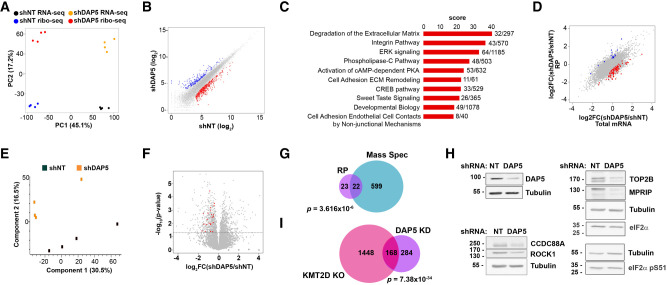
Ribosome profiling identifies mRNAs with reduced translation efficiency upon DAP5 KD in hESCs. (*A*) Principal component analysis (PCA) of transcript profiles of DAP5-KD (shDAP5) and NT (shNT) hESCs Ribo-seq and total RNA-seq, from four independent experiments. (*B*) Scatter plot of total mRNA transcript expression in DAP5-KD and NT hESCs, on a log_2_ scale. Transcripts with decreased abundance in DAP5-KD hESCs (FC < 0.5, FDR < 0.05) are highlighted in red, and transcripts with increased abundance (FC > 2, FDR < 0.05) are highlighted in blue. (*C*) Pathway analysis by GeneAnalytics of differentially expressed genes identified by RNA-seq of total mRNA upon KD of DAP5 in hESCs, compared to control NT KD. Scores are based on *P*-values, after correction for multiple comparisons by the false discovery rate (FDR) method; top 10 high quality score pathways are listed. Numbers at *right* correspond to the number of matched genes out of the total number of genes in the pathway. (*D*) Comparative analysis of the translation efficiency (TE) in DAP5-KD and NT hESCs. Genes are plotted as a scatter plot according to changes in ribosome occupancy (RP) on the *y*-axis and mRNA abundance (total mRNA) on the *x*-axis. The values are shown on a log_2_ scale. Each dot represents an individual gene (*n* = 14,511). Genes without significant changes in TE are indicated in gray. Genes with increased or decreased TE (FC > 1.5-fold or <0.67-fold, *P*-value < 0.001) are highlighted in blue (16 genes) and red (68 genes), respectively. (*E*) PCA of MS analysis of DAP5 and control NT KD hESCs, from four independent experiments. (*F*) Volcano plot showing protein abundance as determined by MS analysis of DAP5 KD and NT KD hESCs, expressed as log_2_(fold-change). Dashed line indicates *P* < 0.05, all dots *above* the line showed a significant change upon DAP5 depletion. Proteins with significant decreased abundance that were identified as DAP5 activated translation targets in the ribosome profiling screen are colored in red. (*G*) Venn diagram showing the overlap between the set of significantly decreased proteins identified by MS, and the set of translationally activated mRNAs that were detected by RP. (*H*) Western blotting was performed on lysates from shNT and shDAP5 hESCs to detect protein levels of DAP5 and potential DAP5 translation targets, as indicated. Shown are representative blots from one of three (two for MPRIP) experiments. Tubulin was used as a loading control on each of the four blots shown. I. Venn diagram showing overlap between set of mRNAs down-regulated upon KO of *Kmt2d* in mESCs and KD of DAP5 in hESCs. Note that sequence coverage was much larger in the former experiment; only genes detected in both screens were included. *P*-values for overlap in G and I were calculated by hypergeometric test.

**TABLE 1.**
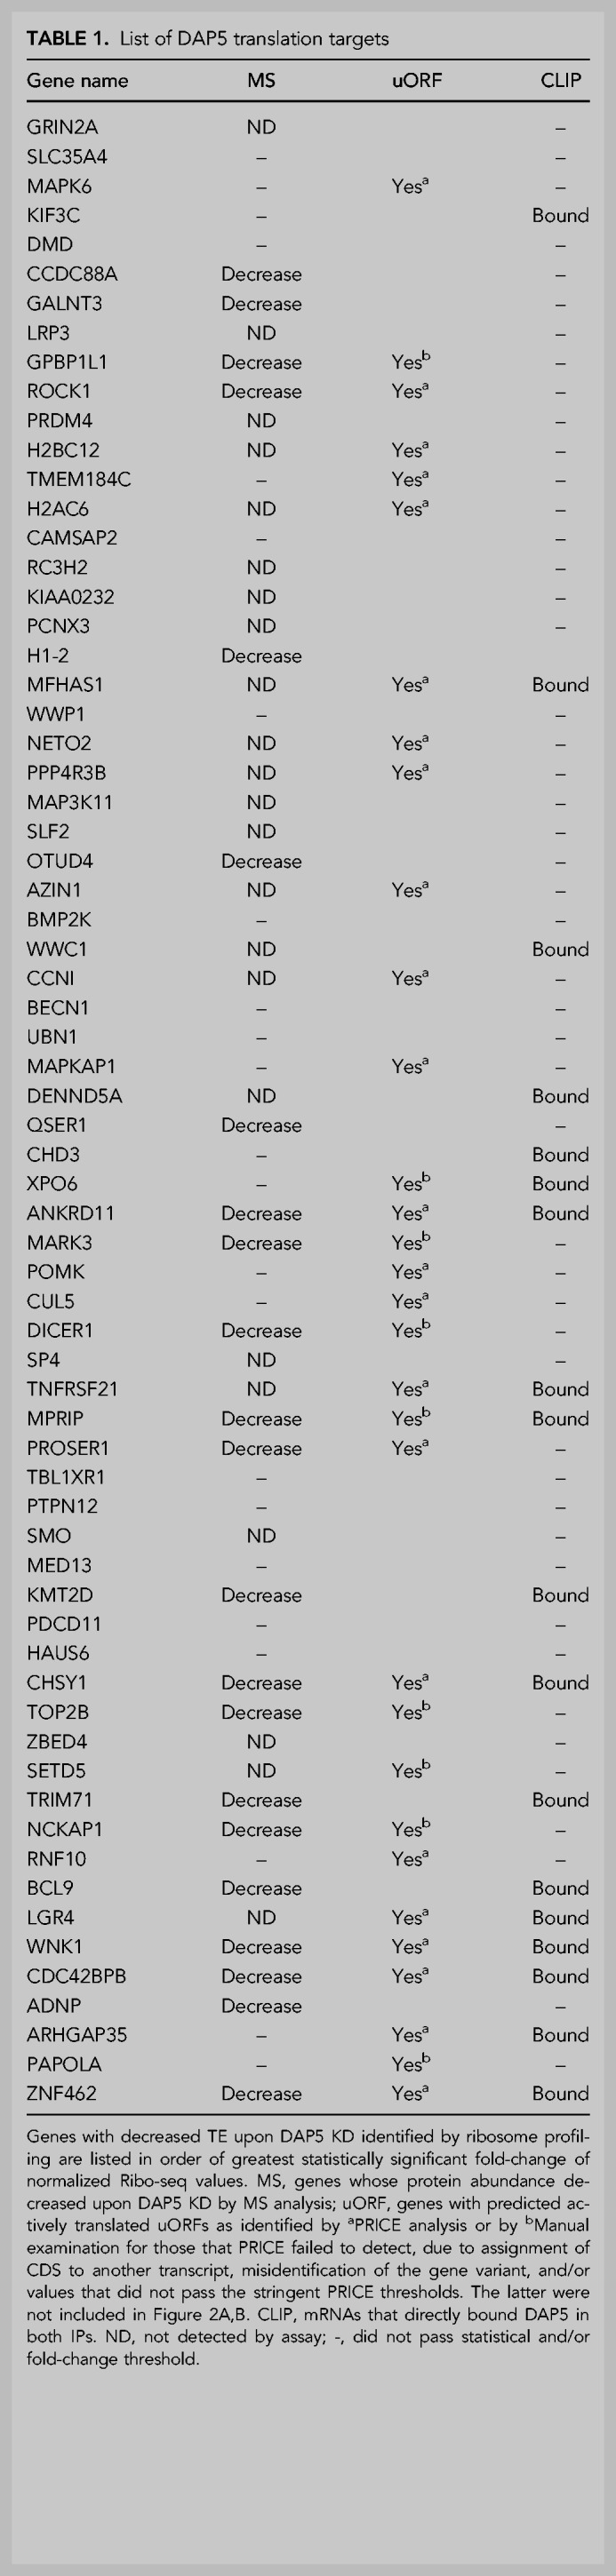
List of DAP5 translation targets

The group of DAP5 translationally activated mRNAs was too small for meaningful GO analysis. However, manual annotation indicated that this group contained several cytoskeletal signaling enzymes and cytoskeletal interacting proteins, including three serine/threonine kinases: ROCK1 (Rho associated protein kinase-1), CDC42BPB (CDC42 binding protein kinase beta), and MARK3 (microtubule affinity regulating kinase 3), the phosphatase MPRIP (myosin phosphatase Rho interacting protein), the actin binding protein CCDC88A (coiled-coil domain containing 88A), the microtubule-organizing protein, CAMSAP2 (calmodulin regulated spectrin associated protein family member 2), NCKAP1, a protein that regulates actin filament reorganization via its interaction with the Arp2/3 complex, and ARHGAP35 (Rho GTPase activating protein 35), which modulates Rho GTPase-dependent F-actin polymerization. 

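Of these 8 mRNAs, 5 passed the limits of 1.5-fold and an unadjusted p under 0.001 in edgeR's RLS test. For CCDC88A (chromosome 2, 55287842 to 55419895, minus strand), normalized RP counts fell from 132 ± 18.2 (SD, n = 4) in shNT to 42.03 ± 11.0 (SD, n = 4) in shDAP5 cells, while total mRNA was 298 ± 82.4 and 307 ± 67.1, an RLS log2 fold change of -1.64 (standard error 0.289, adjusted p = 0.00892). ROCK1 (chromosome 18, 20944612 to 21111813, minus strand) changed in RLS by -1.41 (standard error 0.339, adjusted p = 0.0804, edgeR), and CAMSAP2 (chromosome 1, 200738893 to 200860704, plus strand) by -1.31 (standard error 0.323, adjusted p = 0.106, edgeR). MARK3 (chromosome 14, 103385377 to 103503831, plus strand) changed by -0.93 (standard error 0.240, adjusted p = 0.144, edgeR) and MPRIP (chromosome 17, 17042457 to 17217679, plus strand) by -0.86 (standard error 0.199, adjusted p = 0.0698, edgeR). These adjusted values cover all 10302 genes tested. With the replicate of the column names as a block, the adjusted p was 0.0300 for ROCK1, 0.0348 for CAMSAP2 and 0.0242 for MPRIP. When each library was left out in turn, CCDC88A and MPRIP stayed under the p limit in all 16 fits, whereas ROCK1 exceeded it in 2, CAMSAP2 in 5 and MARK3 in 6 fits. With parts a and b of each replicate summed, all of these but CCDC88A exceeded it. The other mRNAs had a lower RLS with a larger unadjusted p. The RLS of CDC42BPB (chromosome 14, 102932380 to 103057549, minus strand) changed by -0.58 (adjusted p = 0.258, edgeR), that of NCKAP1 (chromosome 2, 182909115 to 183038858, minus strand) by -0.62 (adjusted p = 0.305) and that of ARHGAP35 (chromosome 19, 46860997 to 47005077, plus strand) by -0.57 (adjusted p = 0.307). In DESeq2, all 3 were under the limit of 0.001. With the replicate of the column names as a block in edgeR, CDC42BPB was under it too, at a change of less than 1.5-fold (-0.58). Footprints and total mRNA contributed to different degrees. NCKAP1 was lower in RP (log2 fold change -1.24, standard error 0.139) and also in total mRNA (-0.62, standard error 0.145). For ARHGAP35, RP changed by -0.11 (standard error 0.129), within its error, and total mRNA by 0.45 (standard error 0.131).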

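MAPK6 (chromosome 15, 51952106 to 52067375, plus strand), an atypical MAP kinase gene, had the lowest RLS change of the named kinase genes, with a log2 fold change of -1.99 (standard error 0.287, adjusted p = 0.000720, edgeR's quasi-likelihood test). It stayed between -2.21 and -1.82 across the 16 fits that each left out a single library. The RLS of the BMP2-inducible kinase gene BMP2K (chromosome 4, 78776342 to 78916365, plus strand) changed by -1.03 (standard error 0.248, adjusted p = 0.0791, edgeR). Part of its CDS lies opposite exons annotated for PAQR3, and its counts are uncertain to that extent. The footprints of BMP2K fell by 0.29 on the log2 scale (standard error 0.160), which was not beyond the replicate spread (adjusted p = 0.172, edgeR), whereas its total mRNA rose by 0.74 (standard error 0.189, adjusted p = 0.00763, edgeR). Without the shDAP5 total mRNA library of 1068807 counts, BMP2K no longer passed the limit of 0.001 on the unadjusted p, nor did it with parts a and b of each replicate summed. For the kinase gene WNK1 (chromosome 12, 752579 to 911452, plus strand), the log2 fold change in RLS was -0.58 (standard error 0.178, adjusted p = 0.278, edgeR). Its unadjusted p was over the limit of 0.001 in edgeR's test, and under it in DESeq2's and in edgeR's with the replicate of the column names as a block, there at less than 1.5-fold (-0.57). The total mRNA of WNK1 did not change (log2 fold change -0.048, standard error 0.127).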

Other serine/threonine kinases with different functions, such as MAPK6, BMP2K (BMP2 inducible kinase), and WNK1, are also part of this DAP5 translationally activated cohort. Three genes, WNK1, MARK3, and MPRIP, were also identified as DAP5 translation targets in the previously reported RP analysis of mESCs (Yamanaka et al. 2000), which described a relatively small set of 13 mRNAs (excluding DAP5 itself) with reduced TE in the DAP5 KO (23% overlap, *P* < 2.722 × 10^−5^).

In order to validate whether the identified DAP5-activated mRNA translation targets show reduced protein steady-state levels upon DAP5 KD, and to confirm that the RLS calculated in the Ribo-seq analysis indeed reflects TE, mass spectrometry (MS) was performed in control and DAP5 KD hESCs. PCA indicated that although there was some variation among the four replicates from each group, the samples clustered according to the KD group, indicating good reproducibility in the response to DAP5 silencing (Fig. 1E). Overall, of the 68 encoded proteins from the cohort of mRNAs with reduced TE, only 45 were detected by MS. Notably, the expression of 22 of these 45 proteins was significantly reduced in the DAP5 KD cells compared to the NT KD control (*P* < 0.05), confirming the RP results (Table 1; Fig. 1F, red dots, 1G; Supplemental Table S2). The remainder did not show a significant change. Obviously, as additional levels of regulation dictate the steady-state abundance of a protein, such as regulation of protein turnover, a full overlap with changes in TE is not expected. To confirm the MS data, western blotting was performed on control and DAP5 KD hESC lysates for selected proteins for which efficient antibodies were available. As predicted, KD of DAP5 led to reductions in the steady-state protein levels of CCDC88A, ROCK1, TOP2B, and MPRIP (Fig. 1H). Thus, the western blots confirm the reduced abundance observed for these proteins in the MS data, consistent with reduced translation of their mRNAs upon depletion of DAP5, as indicated by the Ribo-seq analysis.

Changes in the steady-state levels of the remaining proteins in the MS data set that showed no change in TE (gray dots in Fig. 1F; 675 and 602 proteins with decreased and increased abundance, respectively) are the indirect consequence of the DAP5 KD. Notably, these yielded a relatively weak correlation with changes in the mRNA steady-state levels (RNA-seq), which implies that they are mainly regulated at the protein level (Supplemental Fig. S1C,D). It may also reflect the inconsistent and sometimes incomplete correlation between RNA-seq and MS data due to the very different methodologies used, each with different biases, sensitivity and coverage (Wang et al. 2019; Buccitelli and Selbach 2020). Notably, no significant changes in abundance were observed for the canonical translation initiation factors that were detected by MS (Supplemental Table S2, e.g., eIF2 [α, β, and γ subunits], eIF3 subunits, eIF4GI, eIF4E, eIF5). Furthermore, western blotting confirmed that neither eIF2α (eIF2S1) levels, nor its phosphorylation on Ser51, were affected by DAP5 KD (Fig. 1H). Thus, changes in TE observed in the RP analysis are likely due to DAP5's direct effects on its targets, rather than indirect effects resulting from changes in expression of other translation factors.

Among the DAP5 translationally activated mRNAs that showed decreased protein abundance in the MS analysis is the histone methylase *KMT2D* (*MLL4*). 

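KMT2D (ENSG00000167548) lies on the minus strand of chromosome 12 from 49018975 to 49060794 and has a CDS of 16611 nt. Its normalized RP count was 334 ± 67.6 (SD, n = 4) in shNT and 210 ± 43.2 (SD, n = 4) in shDAP5 cells (log2 fold change -0.67, standard error 0.154, adjusted p = 0.00173, edgeR's quasi-likelihood test). In replicate 1 of the column names, the shNT libraries had 270 and 297 counts and the shDAP5 libraries 178 and 184, and in replicate 2 they had 347 and 424, compared with 206 and 273. Total mRNA was 1224 ± 164 (SD, n = 4) and 1313 ± 153 (SD, n = 4), a change within its error (log2 fold change 0.10, standard error 0.151). The RLS of KMT2D thus changed by -0.77 on the log2 scale (standard error 0.216, adjusted p = 0.217, edgeR). The unadjusted p was over the limit of 0.001 in edgeR's test and under it in DESeq2's. With the replicate of the column names as a block, KMT2D passed (-0.77, standard error 0.171, adjusted p = 0.0300, edgeR), as it did with 1 surrogate variable (-0.74). It did not with parts a and b of each replicate summed (-0.91). It was under the limit in 4 of the 16 edgeR fits that each left out a single library, with the RLS change between -0.95 (without the shNT RP library of 4130762 counts) and -0.64 (without the shNT RP library of 2825525 counts).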

KMT2D, a member of the Set1/COMPASS (COMplex of Proteins ASsociated with Set1) family of methyltransferases, mono-methylates Histone H3 on Lys4 within nucleosomes associated with enhancers. KMT2D is necessary for embryonic development and functions as a tumor suppressor. In mESCs, *Kmt2d* KO is not necessary for self-renewal and expression of pluripotent genes but is necessary for exit from naïve ground state to primed pluripotency (Cao et al. 2018). It is also necessary for differentiation of mESCs into EBs and is required for gene expression associated with the differentiated phenotype (Wang et al. 2016). As the major H3 methylase in mESCs, KMT2D enhancer priming is specifically required for binding of the p300 acetylase and subsequent activation of genes required during differentiation (Cao et al. 2018). Notably, the phenotype of *Kmt2d* KO in mESCs greatly resembles that of *Eif4g2* KO in mESCs (Sugiyama et al. 2017) and of DAP5 KD in hESCs (Yoffe et al. 2016). Thus, it is likely that as a DAP5 translation target, KMT2D is important for mediating part of the differentiation defect that results from DAP5 deficiency. In fact, a comparison of the set of differentially expressed genes in *Kmt2d* KO mESCs with the RNA-seq of total mRNA in the DAP5 KD hESCs indicated a significant overlap between the two sets of down-regulated genes, consisting of 168 genes out of the 452 genes showing reduced mRNA expression upon DAP5 KD that were also detected in the former screen (Fig. 1I). This overlap is all the more remarkable considering that KMT2D was but one of many DAP5 translationally activated targets identified in our RP screen, and that its reduced TE upon DAP5 KD resulted in a partial decrease in abundance at the protein level, far from the complete deletion obtained by KO in the comparison set. Thus, although not excluding additional critical targets, the necessity for DAP5-dependent control of KMT2D protein expression is likely a contributing factor to the differentiation defects observed upon DAP5 perturbation in ECSs.

### Identification of uORFs within DAP5 mRNA targets

In light of recent reports showing that DAP5 mediates reinitiation at the main CDS following translation of uORFs in HEK293 cells (Weber et al. 2021), and/or leaky ribosome scanning through the uORFs in NIH3T3 fibroblasts (Smirnova et al. 2022), the DAP5 mRNA targets identified here were analyzed for the presence of uORFs to determine if this mechanism is relevant to hESCs. To this end, the RP results were analyzed using PRICE (probabilistic inference of codon activities by an EM algorithm). This computational method relies on a combination of translation features to predict actively translated ORFs and codons from RP measurements (Erhard et al. 2018). After applying FDR < 0.05 correction, 2691 uORFs and 6850 CDS (including 3280 truncated ORFs) were detected. These were further filtered to include only transcripts in which the annotated CDS was successfully captured by PRICE and at least one uORF was detected in the 5′ UTR (>10 reads in the NT or DAP5 KD samples), yielding 1195 uORFs (Supplemental Table S3). The ratio between the number of reads mapped to uORFs and the CDS on the same transcript was then computed and compared between the DAP5 and NT KD samples. Of the 68 DAP5 translationally activated genes identified by RP, the PRICE platform recognized 36 uORFs corresponding to 23 different CDSs (Table 1; Supplemental Table S3). Thus, according to the stringent PRICE criteria, 33.8% of DAP5 translationally activated target mRNAs contained at least one uORF. This was a significant enrichment compared to the remaining 14,443 mRNAs, of which 924 contained uORFs that were recognized by PRICE and passed our filters (Supplemental Table S3, 6.4%, *P* < 1.0 × 10^−5^ by χ^2^ statistical test). 

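The paper's list of PRICE uORFs names 948 genes, of which 926 were matched to the count table. Of these, 900 were among the 10302 genes tested for RLS (8.74%). The 40 genes with lower RLS in edgeR's test included 13 with a uORF (32.5%), an odds ratio of 5.09 (p = 2.04e-05, two-sided Fisher's exact test). For the 68 mRNAs of Table 1, they were 23 of 68 (33.8%), an odds ratio of 5.45 against the same background (p = 6.00e-09, Fisher's exact test). A uORF can be recognized only in an mRNA with enough footprints. When the background was limited to the 5107 genes with at least as many shNT footprints as the lower quartile of uORF genes, 675 genes had a uORF (13.2%), compared with 10 of 22 lower-RLS genes (p = 0.000220) and 19 of 43 of the mRNAs of Table 1 (p = 5.62e-07, both by Fisher's exact test). The paper reasons from this enrichment that uORFs are overrepresented among the DAP5 translationally activated mRNAs.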

Most importantly, calculations of the ratio between the number of reads mapped to uORFs and the CDS indicated that overall, DAP5 translationally activated mRNAs showed a higher uORF/CDS ratio in the DAP5-KD samples compared to the NT control KD samples (Fig. 2A,B). 

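The counts analyzed here cover the annotated CDS without its ends and not the uORFs. They are related to the denominator of this ratio, for which the paper used CDS reads assigned by PRICE, but are not the same measure. Of the 23 DAP5 translationally activated mRNAs with PRICE uORFs, 18 had fewer CDS footprints in shDAP5 than in shNT cells, 15 of them with an adjusted p under 0.05 (edgeR's quasi-likelihood test over all tested genes). The median log2 fold change of the CDS footprints was -0.63, ranging from -1.69 (MAPK6) to 0.68 (NETO2). The latter belonged to the 5 mRNAs whose footprints did not fall and whose lower RLS came with more total mRNA, as the total mRNA of NETO2 rose by 1.83 on the log2 scale. With the mRNAs whose uORFs were found manually, 27 of 32 had fewer CDS footprints, 23 of them with an adjusted p under 0.05. The uORF/CDS ratios themselves are the paper's. By the mean ratios in its Supplemental Table S3, 31 of the 36 uORFs had a higher ratio in shDAP5, with a median change of 0.77 on the log2 scale. From the higher ratios, the paper reasons that ribosomes accumulated on uORFs relative to the CDS when DAP5 was depleted, and finds this in keeping with earlier proposals that DAP5 is required for reinitiation or leaky read-through.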

The significant increase in uORF/CDS ratios indicates a relative accumulation of ribosomes on the uORFs in comparison to CDSs specifically in the DAP5 KD cells, implying reduced translation of the CDS but not uORF upon DAP5 depletion. This is consistent with the proposed mechanisms by which DAP5 is required for reinitiation and/or leaky read-through following uORF translation in these mRNA targets. Figure 2C shows ribosome footprints of several representative mRNAs with this trend. Peaks corresponding to sequences to which ribosomes bound are indicated. In both NT and DAP5 KD hESCs, such peaks are observed in the 5′ UTR leader, corresponding to uORFs. However, ribosome binding peaks are reduced on the CDSs in the DAP5 KD cells. 

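Counts over the CDS were compared for the 4 genes LGR4, MAPK6, PROSER1 and ROCK1. In MAPK6, normalized RP counts fell from 205 ± 40.0 (SD, n = 4) in shNT to 64.4 ± 26.9 (SD, n = 4) in shDAP5 cells (log2 fold change -1.69, standard error 0.207, adjusted p = 1.03e-06, edgeR's quasi-likelihood test), with no significant change in total mRNA (355 ± 62.4 and 437 ± 31.9, adjusted p = 0.343, edgeR). In ROCK1 they fell from 143 ± 20.9 (SD, n = 4) to 54.1 ± 25.4 (SD, n = 4) (log2 fold change -1.35, standard error 0.233, adjusted p = 9.95e-05, edgeR), with 163 ± 27.7 and 171 ± 35.6 in total mRNA. PROSER1 (chromosome 13, 39009865 to 39038089, minus strand) had 160 ± 22.5 (SD, n = 4) and 114 ± 6.62 (SD, n = 4) normalized RP counts (log2 fold change -0.49, standard error 0.124, adjusted p = 0.00396, edgeR), and its RLS changed by -0.84 (standard error 0.180, adjusted p = 0.0416, edgeR). In LGR4 (chromosome 11, 27365961 to 27472790, minus strand) the CDS counts did not fall. They rose from 153 ± 4.65 (SD, n = 4) to 200 ± 17.6 (SD, n = 4) (log2 fold change 0.39, standard error 0.124, adjusted p = 0.0180, edgeR), less than total mRNA, which rose from 267 ± 45.2 (SD, n = 4) to 527 ± 40.2 (SD, n = 4) (log2 fold change 0.98, standard error 0.130, adjusted p = 7.96e-06, edgeR). The RLS of LGR4 thus changed by -0.59 (adjusted p = 0.267, edgeR), with an unadjusted p over the limit of 0.001 in edgeR's test and under it in DESeq2's.

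**Figure D2:**
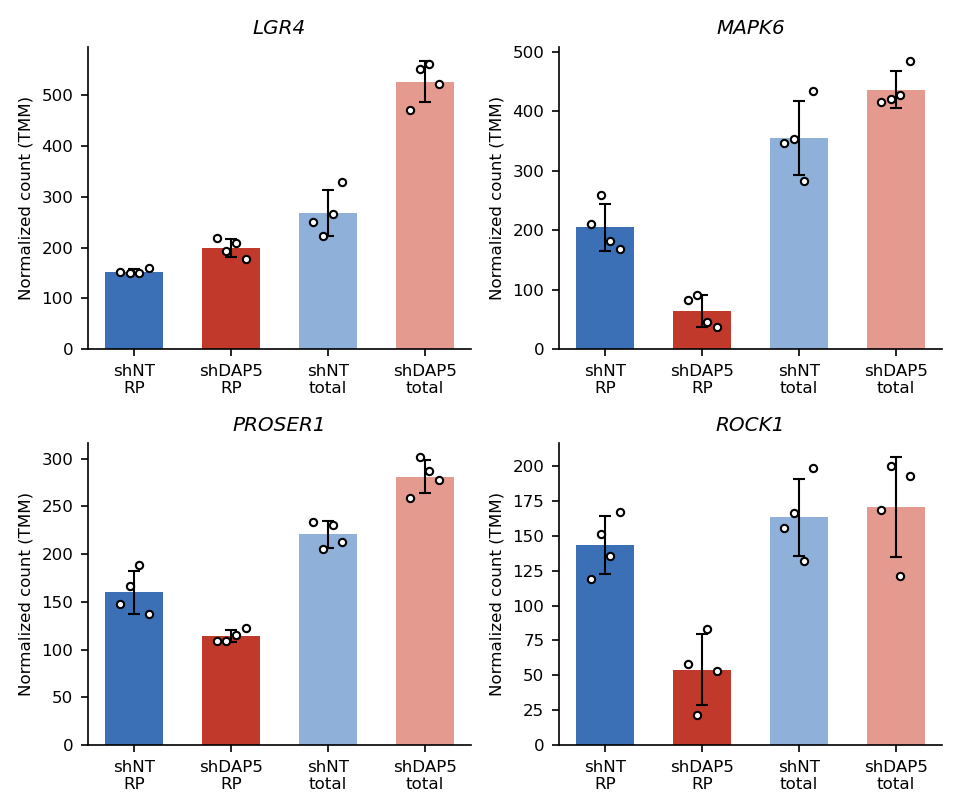
Normalized counts (edgeR's TMM) of LGR4, MAPK6, PROSER1 and ROCK1 in the RP (CDS reads) and total mRNA libraries of shNT and shDAP5 hESCs. Bars show the mean of 4 libraries, error bars the SD, and dots the single libraries. RP counts of MAPK6, PROSER1 and ROCK1 are lower in shDAP5, whereas in LGR4 both RP and total mRNA counts are higher.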

Most targets had multiple uORFs, represented by separate peaks. The ones more proximal to the 5′ cap showed DAP5-independent ribosome occupancy, presumably utilizing cap-dependent eIF4G1 translation initiation complexes, while uORFs that were in close proximity to the main ATG were often DAP5-dependent, similar to the CDS (e.g., MAPK6 and ROCK1, Fig. 2B,C).

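The uORFs of these genes were located on GRCh38 from the positions in Supplemental Table S3, and the uORF/CDS ratios are the paper's means. On the plus strand of chromosome 15, the 5′ UTR of MAPK6 holds an upstream uORF of 210 nt over 2 exons between 52019251 and 52045899, with an ATG in the context GGTTACATGGCGGCG, and a downstream uORF of 48 nt from 52046013 to 52046060 (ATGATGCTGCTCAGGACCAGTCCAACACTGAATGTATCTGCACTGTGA). The paper's ratio rose 5.20-fold for the former and 1.13-fold for the latter, while the CDS counts of MAPK6 were lower in every shDAP5 library (37.8 to 91.6 normalized counts) than in every shNT library (168 to 259). In ROCK1, on the minus strand of chromosome 18, the uORF nearer to the 5′ end starts with a CTG and covers 21111554 to 21111574 (CTGCCCCACCGGACACCGTAG), and that nearer to the CDS starts with an ATG and covers 21111215 to 21111241 (ATGGCGACGGCGGCCGGGGCCCGCTAG). The paper's ratio rose 2.62-fold for the CTG uORF and changed by a factor of 0.541 for the ATG uORF. The CDS counts of ROCK1 in the shDAP5 libraries (21.4 to 83.3 normalized counts) also lay below those in the shNT libraries (119 to 167). PROSER1 has its 5′-proximal uORF of 21 nt (ATGAGCTGGTGGGGGCTGTAG) on chromosome 13 at 39037996 to 39038016 and another of 153 nt at 39037786 to 39037938, both on the minus strand, and the paper's ratio rose 1.71-fold and 2.10-fold. The uORFs of LGR4 cover 27472662 to 27472718 (CTG start, 57 nt), 27472640 to 27472669 (ATG start, 30 nt) and 27472446 to 27472511 (ATG start, 66 nt) on the minus strand of chromosome 11, with ratios that rose 1.80-fold, 1.22-fold and 1.48-fold in the paper.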

**FIGURE 2.**
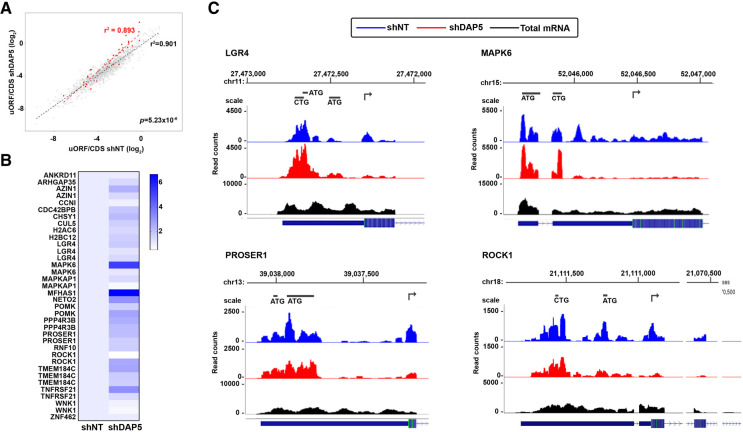
uORFs within DAP5 translationally activated mRNAs are translated independently of DAP5. (*A*) A correlation between the uORF read count of the shNT samples and the shDAP5 samples as calculated by PRICE. Each data point represents an uORF, where the uORF read count was normalized to the read count of the main CDS. DAP5 translationally activated transcripts are colored in red filled circles. The dashed red and black lines are the linear regression fit to DAP5 activated uORFs and the remaining uORFs, respectively. Statistical significance between the two groups was determined by the ANCOVA test. (*B*) Heat map of the mean uORF/CDS ratio in control and DAP5 KD hESCs for DAP5 translationally activated targets identified by PRICE. Mean ratios were obtained from the uORF and CDS reads of the four Ribo-seq replicates, and were normalized to the mean shNT ratio, expressed as 1. Color scale indicates increasing mean uORF/CDS ratio, indicative of increasing DAP5-dependent translation of CDS as compared to uORF. uORFs with similar or lower mean ratios in DAP5 KD hESCs compared to NT hESCs correspond to uORFs that are likewise translated in a DAP5 dependent manner. Targets with more than one uORF identified are presented accordingly with individual uORF/CDS ratios. (*C*) Ribosome profiling footprints in NT (blue) and DAP5 (red) KD hESCs, and total mRNA reads (black, one representative NT KD sample) distribution along the 5′ leader and the 5′ proximal coding sequence of the indicated genes. Shown are snapshots from the UCSC Genome Browser with the predicted uORFs demarked by black lines of corresponding lengths with initiation codon indicated. Ribo-seq replicates are presented in track collection mode using merging method “add.” The structure of the mRNA is shown at the *bottom*. Chromosomal position is shown at *top*. For clarity, all genes are shown in the 5′ to 3′ orientation regardless of the chromosomal orientations of their respective loci; genes that are encoded on the minus strand are shown on the reverse strand (e.g., LGR4, PROSER1, ROCK1). Genes for which the 5′UTRs span more than a single exon are presented using “multi-exon” view. Arrows indicate initiation of CDS. Additional genes with manually detected uORFs that were missed by the PRICE platform are shown in Supplemental Figure S2.

Since the PRICE pipeline by its stringent nature does not identify all uORFs (note that only 6% of the detected mRNAs were predicted by PRICE to contain uORFs, when previous approximations have estimated the number of genes with uORFs as ∼50% [Chen and Tarn 2019]), manual examination of the potential DAP5 mRNA targets that were missed was performed by a visual examination of the RP footprints, noting peaks that corresponded to regions identified as uORFs by PRICE. This analysis yielded an additional nine mRNAs with uORFs that were excluded from the original PRICE results due to misidentifications of the transcript or to stringency of the filters (i.e., did not pass the FDR threshold) (Table 1; Supplemental Table S3). The RP footprints for five of these genes are shown in Supplemental Figure S2. 

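The 2 uORFs that PRICE identified in WNK1 overlap in different reading frames on the plus strand of chromosome 12 (GRCh38). The uORF that starts with a GTG covers 753199 to 753300 (102 nt, context GACTCGGTGCCGGCC) and that with an ATG covers 753276 to 753431 (156 nt, context CGCAGGATGGATGCG). The paper's mean uORF/CDS ratio changed by a factor of 0.721 for the GTG uORF and 0.884 for the ATG uORF. The CDS footprints of WNK1 in the counts analyzed here fell from 430 ± 68.0 (SD, n = 4) to 278 ± 34.5 (SD, n = 4) normalized counts, a log2 fold change of -0.63 (standard error 0.126, adjusted p = 0.000481, edgeR's quasi-likelihood test).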

Manual observation of the RP footprint of WNK1, which contained two uORFs identified by PRICE that showed DAP5-dependent ribosome binding (Fig. 2B), revealed additional cap-proximal uORFs that were translated independently of DAP5 (Supplemental Fig. S2). Thus, a total of 32 of 68 DAP5 mRNA targets (47%) are predicted to be regulated by DAP5 via a reinitiation or leaky scanning mechanism on the CDS following uORF translation, the latter of which is DAP5 independent. 

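The RLS changes of the 32 mRNAs with uORFs and of the 36 mRNAs without were of similar size, with median log2 fold changes of -0.89 and -1.03, respectively. In edgeR's test, 19 of the 32 and 21 of the 36 passed the limits of 1.5-fold and an unadjusted p under 0.001. The difference between the groups was not tested.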

Of note, these targets were missed in our previously reported polysome analysis of DAP5-dependent translation (Yoffe et al. 2016), perhaps due to the presence of ribosomes on uORFs; since the polysome-associated fractions were pooled and compared to free ribosome fractions, this method did not detect shifts to lighter polysome-bound fractions that would reflect reduced translation from the CDS while maintaining ribosomal binding to uORFs. Thus, the RP method currently used has an advantage over polysomal profiling as it provides independent measurements of individual ORFs encoded from a single transcript, and has the resolution to probe differential effects of translation initiation factors on these individual ORFs.

### Identification of mRNAs that directly bind DAP5

To investigate whether DAP5's translation function on CDS downstream from uORFs requires direct binding to the corresponding mRNAs, a genome-wide cross-linking immuno-precipitation (CLIP) assay was conducted in the parental hESCs. Specifically, protein–RNA complexes were cross-linked by UV in intact cells, followed by immunoprecipitation (IP) using two antibodies directed against different epitopes in the DAP5 protein (Fig. 3A). Total mRNA and the bound mRNA were then subjected to deep sequencing. The IP samples obtained from each of the different antibodies were compared to the total mRNA for fold-change calculation. 

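CLIP-seq was performed in H9 hESCs without a knockdown. RNA bound to DAP5 was cross-linked by UV and precipitated with the CS or the MBL antibody, and libraries were made from 3 CS IPs, 3 MBL IPs and 3 samples of total RNA. The authors aligned single reads to hg38 and deposited raw counts of the reads falling strictly within RefSeq genes, for 16445 genes. The total RNA libraries had 10387452, 11325444 and 11921108 counts, the CS IP libraries 12658250, 12851644 and 14996526, and the MBL IP libraries 12830860, 13419295 and 14361758. Libraries of the same group correlated across genes with a Pearson coefficient between 0.937 and 0.984, and all pairs differed by more than the sampling noise (chi-square per gene from 14.8 to 29.4). Each IP was compared with total RNA in a single edgeR quasi-likelihood fit over the 9 libraries with TMM normalization, for the 11044 genes with a mean normalized count of at least 50. Enrichment is relative, since TMM centres the bulk of the genes near no change (median log2 fold change 0.047 for CS and 0.055 for MBL). No IP with a control IgG was analyzed here, so enrichment over total RNA includes any RNA retained by the antibodies or beads in general. In simulated counts with a true log2 change of 1.5, the test recovered 153 of 186 genes for CS and 156 of 186 for MBL. The mRNA of DAP5 itself, EIF4G2, was not enriched with CS (log2 fold change -0.061, standard error 0.121) or MBL (-0.16, standard error 0.121), with 3280 ± 137 (SD, n = 3) normalized counts in total RNA. With library totals alone in place of TMM, these values turned positive (0.31 for CS and 0.16 for MBL).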

The CLIP assay was performed in triplicate, with strong reproducibility among the experiments, as indicated by PCA analysis (Fig. 3B). 

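On the first principal component of the CLIP-seq libraries, with 43.0% of the variance, the total RNA libraries had scores from -110 to -103, the CS IP libraries from 8.16 to 29.1 and the MBL IP libraries from 69.5 to 92.8. The second component, with 13.2%, separated the CS IP libraries (56.0 to 65.3) from the MBL IP libraries (-43.4 to -34.5). The 2 components together explained 56.2% of the variance of log2 CPM with each gene centred and scaled, and 56.7% without scaling.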

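Compared with total RNA, 1167 of the 11044 tested mRNAs were at least 2-fold enriched with the CS antibody and 2227 with the MBL antibody, with an adjusted p under 0.05 (edgeR's quasi-likelihood test). A further 1020 and 2025 mRNAs, respectively, were at least 2-fold depleted. The normalization moved these numbers most. With library totals alone in place of TMM, 2462 mRNAs were enriched and 397 depleted with CS, and 3225 enriched and 1337 depleted with MBL, while the median log2 fold change of all tested mRNAs moved up by 0.37 for CS and by 0.33 for MBL. The 5 mRNAs with the smallest p for CS were those of PTPRS, HCFC1, LRP1, CELF1 and LARP1, and for MBL those of HIC2, LRP1, FLNA, SLC1A5 and IGF2R. The receptor phosphatase gene PTPRS (chromosome 19, 5158495 to 5340812, minus strand) had 831 ± 11.1 (SD, n = 3) normalized counts in total RNA, 3852 ± 451 (SD, n = 3) with CS and 4102 ± 423 (SD, n = 3) with MBL, a log2 fold change of 2.21 for CS (standard error 0.130, adjusted p = 8.52e-10, edgeR). The mRNA of the transcriptional repressor HIC2 (chromosome 22, 21417371 to 21451463, plus strand) was enriched by 3.09 on the log2 scale with MBL (standard error 0.145, adjusted p = 7.54e-12, edgeR) and by 1.24 with CS (standard error 0.139). The log2 fold changes with CS were 2.07 for HCFC1 and for LRP1, 2.80 for CELF1 and 1.69 for LARP1. Those with MBL were 2.85 for LRP1, 2.17 for FLNA, 2.14 for SLC1A5 and 3.02 for IGF2R. SLC1A5 was the only one of these mRNAs that was not at least 2-fold enriched with both antibodies, as its log2 fold change with CS was 0.49 (standard error 0.113).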

Genes with a fold-change above two compared to their levels in the total mRNA, with an adjusted *P*-value <0.05, were considered to be enriched in the DAP5 bound samples (Fig. 3C, blue dots). 

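With both antibodies, 1032 mRNAs were at least 2-fold enriched, which is 88.4% of those enriched with CS and 46.3% of those enriched with MBL. Independent draws of sets of these sizes would share 235 mRNAs. Across genes, the log2 fold changes with the CS and MBL antibodies had a Pearson correlation of 0.867. As both were measured against the same total RNA libraries, a correlation is expected without any binding. In 20 simulations of unchanged IP groups against these libraries, it had a median of 0.512 and a maximum of 0.529, and no mRNA was enriched with both. The 959 mRNAs on the paper's list were all among the 1032, and DESeq2 gave 959 mRNAs here. Of the mRNAs enriched with both, the median transcript length was 6018 nt, compared with 3057 nt for the other tested mRNAs.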

A comparison of the bound samples obtained with the two different antibodies illustrated a high degree of overlap, corresponding to 959 mRNAs common to both antibodies (out of 1073 and 2152 enriched mRNAs identified by CS and MBL antibodies, respectively) (Fig. 3D; Supplemental Table S4). 

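The 1032 mRNAs enriched with both antibodies were compared with the mRNAs whose RLS was lower in DAP5 KD cells, over the 9338 genes tested in both experiments, of which 917 (9.82%) were bound. Of the 40 genes with lower RLS in edgeR's test, 36 were tested in CLIP-seq and 10 were bound (27.8%), an odds ratio of 3.56 (p = 0.00188, two-sided Fisher's exact test). Of the 68 mRNAs listed in Table 1, 64 were tested and 21 bound (32.8%), an odds ratio of 4.57 (p = 3.67e-07, Fisher's exact test). With DESeq2 for both experiments, 19 of 64 were bound (p = 2.33e-06, Fisher's exact test). Lists of mRNAs matched on length, GC content and CLIP-seq level held a median of 9 and at most 19 bound mRNAs, compared with the 21. As a whole list, 49 of the 64 had a log2 fold change above 0 with CS (median 0.62) and 51 with MBL (median 0.80). Enrichment rose with transcript length, and the listed mRNAs were long (median 6180 nt, compared with 3297 nt for the tested mRNAs). This shift was not compared with matched lists, so that length may account for part of it.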

Of the 68 DAP5 translation targets identified by RP, 18 mRNAs (26.5%) directly bind to DAP5 protein according to the CLIP data, a statistically significant enrichment (*P* < 2.68 × 10^−7^, Table 1; Fig. 3E; Supplemental Table S4). These included 11 of the 32 mRNAs that harbor uORFS (34%), and an additional seven that did not, including *KMT2D* (Table 1; Supplemental Table S4). Thus, it appears that direct binding of DAP5 protein to its mRNA targets often characterizes the way in which DAP5 mediates translation initiation, although the binding sites on these mRNA targets has not yet been mapped.

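In the counts analyzed here, 12 of the 31 tested mRNAs with uORFs were enriched with both antibodies (38.7%), compared with 9 of the 33 tested without (27.3%), a difference that was not significant (odds ratio 1.67, p = 0.427, two-sided Fisher's exact test). KMT2D had 252 ± 77.2 (SD, n = 3) normalized counts in total RNA, 925 ± 148 (SD, n = 3) with CS and 1134 ± 85.4 (SD, n = 3) with MBL, and its log2 fold change was 1.88 with CS (standard error 0.204, adjusted p = 6.47e-07, edgeR's quasi-likelihood test) and 2.17 with MBL (standard error 0.206, adjusted p = 3.92e-08, edgeR). The largest CS enrichment among the listed mRNAs was that of TRIM71 (2.34, standard error 0.192), and the largest MBL enrichment that of TNFRSF21 (2.69, standard error 0.2001), whose mRNA has uORFs. LGR4 (1.13 with CS and 1.29 with MBL), WNK1 (1.11 and 1.43), CDC42BPB (1.36 and 2.00), MPRIP (1.10 and 1.66) and ARHGAP35 (1.23 and 2.05) were bound. SETD5 (1.01 with CS) and MAP3K11 (1.00 with CS) lay at the 2-fold limit and were not called by DESeq2. ROCK1 and MAPK6, whose mRNAs have uORFs, were not bound at these limits. The log2 fold change of ROCK1 was -0.22 with CS (standard error 0.228) and 0.37 with MBL (standard error 0.227). It was 0.15 with CS when library totals replaced TMM, and ranged from -0.48 (without total RNA 2) to 0.020 (without total RNA 3) when single libraries were left out. The log2 fold change of MAPK6 was 0.20 with CS (standard error 0.203) and 0.61 with MBL (standard error 0.203, adjusted p = 0.0150, edgeR), under 2-fold with both antibodies.

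**Figure D3:**
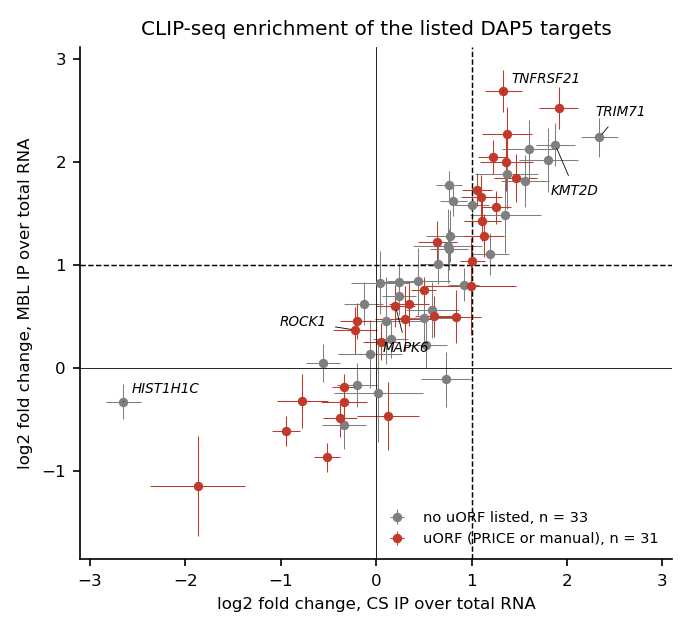
Log2 fold change of the CS IP (x axis) and of the MBL IP (y axis) over total RNA for the 64 mRNAs of Table 1 that were tested in CLIP-seq. Points are estimates from 3 libraries per group and lines their standard errors. Red points are mRNAs with uORFs, gray points those without, and dashed lines mark 2-fold enrichment. The 21 mRNAs to the upper right of both dashed lines include KMT2D (1.88 and 2.17) and TNFRSF21 (1.33 and 2.69), while ROCK1 and MAPK6 lie below both.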

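Of the listed DAP5 translation targets, 47 of the 68 were not enriched with both antibodies at these limits, 4 of which had too few counts for the test. Of the 64 tested, 28 were enriched with MBL and 21 with CS. From the overlap of the bound mRNAs with the translation targets, the paper writes that direct binding appears to often characterize DAP5-mediated initiation, and states that the binding sites have not yet been mapped. The counts per gene analyzed here carry no position within an mRNA and thus do not locate them.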

**FIGURE 3.**
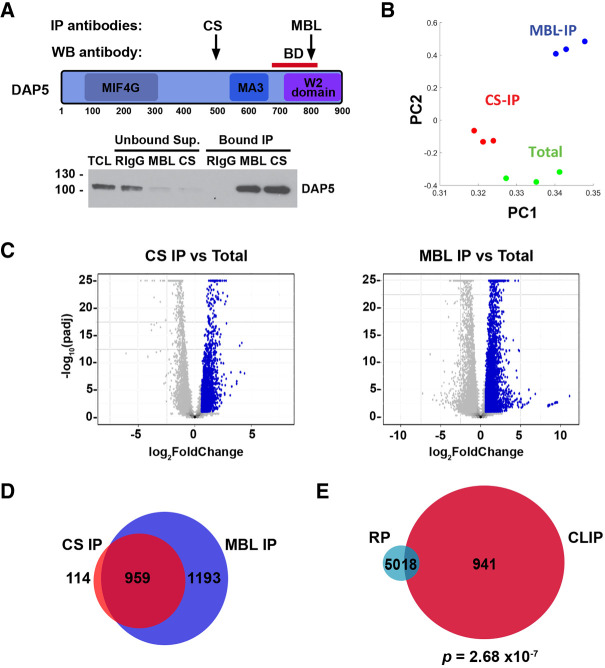
CLIP-seq identifies mRNAs that bind DAP5. (*A, top*) Schematic representation of DAP5 domain organization. Locations of epitopes of the MBL and CS anti-DAP5 antibodies that were used for IP are indicated with black arrows. Red bar indicates the location of the epitope of the mouse monoclonal anti-DAP5 antibody that was used for western blotting. (*Bottom*) Western blot of total cell lysate (TCL) and DAP5 IP with the two rabbit anti-DAP5 antibodies. Rabbit IgG (RIgG) was used as a control. (*B*) Principal component analysis (PCA) of transcript profiles of the two IPs, each performed in triplicate, and total mRNA from the same experiments, showing the variability among the samples. The two components of the PCA explain 98% of the variance among the samples. (*C*) Volcano plots of DAP5 CLIP-seq results from RNA IP using CS antibody (*left*) and MBL antibody (*right*). Blue dots indicate mRNAs that were enriched in the DAP5 bound fraction compared to the total RNA (Fold-change > 2, FDR < 0.05). (*D*) Venn diagram comparing the overlap between the sets of DAP5 bound mRNAs identified in the two IPs. (*E*) Venn diagram comparing the overlap between the set of DAP5 bound mRNAs identified by CLIP and the set of DAP5 translationally activated mRNA targets identified by RP. The overlap was statistically significant, as determined by cumulative distribution function (CDF) of the hypergeometric distribution.

In conclusion, we have identified a group of direct DAP5 translation targets in hESCs, characterized by a 5′UTR containing uORFs that are translated independently of DAP5, while DAP5 promotes translation of the main CDS downstream from these uORFs. These comprise nearly half of all DAP5-translationally activated mRNAs identified in our screen. The presence of uORFs often suppresses translation of the downstream CDS, and is subjected to tight regulation, for example, under stress conditions when global translation is constrained (Chen and Tarn 2019). Notably, the cellular milieu of pluripotent ESCs shares characteristics of cell stress, including high levels of eIF2α Ser51 phosphorylation and reduced global translation (Sampath et al. 2008; Friend et al. 2015). DAP5 specifically facilitates translation of its target mRNAs in hESCs, overcoming the potential suppressive effect of the uORFs. Although phospho-eIF2α can promote translation of mRNAs containing uORFs (i.e., yeast *GCN4* and mammalian *ATF4* and *GADD34*) (Young and Wek 2016), DAP5 depletion did not affect basal eIF2α phosphorylation, implying that DAP5's effects occur through other mechanisms. It is likely that this involves physical association of DAP5 with its target mRNAs. A significant portion of the translationally activated mRNAs directly bind DAP5, although this is not an absolute requirement for DAP5-dependent translation of the main CDS. We postulate that indirect binding through additional RNA binding factors may facilitate DAP5-dependent initiation of the main CDS in these mRNAs. Significantly, KO of DAP5 in HEK293T cells also led to decreased TE of (at least) two DAP5 targets identified here, WNK1 and ROCK1, both of which contain translated uORFs (Weber et al. 2021). Using reporters containing the 5′ leader mRNA of WNK1, Weber et al. demonstrated that DAP5 drives reinitiation of the downstream start codon at the main CDS following translation of the uORFs. Thus, it is likely that a similar mechanism functions to drive translation of WNK1 in hESCs, and by extension, additional DAP5-dependent targets bearing uORFs. Notably, DAP5 has also been proposed to facilitate leaky scanning through the uORFs (Smirnova et al. 2022); our data does not discriminate between these mechanisms.

As not all of the identified DAP5 targets contain uORFs, additional DAP5-dependent mechanisms exist to drive translation of other mRNA targets in hESCs, as suggested by our previous work (Yoffe et al. 2016). Furthermore, the identification of mRNA targets whose TE increased upon DAP5 KD suggests an additional level of negative regulation by DAP5 on protein translation. One such mechanism was recently described for the dipeptide repeat protein encoded by G_4_C_2_ repeats within the first intron of *C9ORF72*, which is negatively regulated by DAP5-dependent translation of an uORF within the first exon (van ‘t Spijker et al. 2022). Thus, by expanding the repertoire of DAP5 mRNA targets in hESCs, we have promoted further mechanistic insight into the mode of action of DAP5-dependent translation.

## MATERIALS AND METHODS

### Cell culture

hESC H9 (Wa-09) cells were maintained on a feeder layer of iMEFs (irradiated mouse embryonic fibroblasts) in hESC medium (DMEM F-12, 20% knockout serum [Thermo Fisher], 1% NEAA, 0.5% glutamine, 0.1 mM β-mercaptoethanol, 8 ng/mL bFGF). The cells were grown for one passage before transfer to Matrigel-coated plates containing mTeSR (STEMCELL Technologies) for experiments. The medium was changed daily for hESCs grown in either condition. For CLIP, H9 cells were detached using StemPro Accutase (Thermo Fisher) and replated on Matrigel-coated plates.

Stable KD of DAP5 was generated by infecting H9 hESCs with lentiviruses harboring pLKO.1-puro plasmid expressing shRNA to DAP5 (Sigma TRCN0000147914) or nontargeting control shRNA (NT), followed by selection using puromycin, as previously described. DAP5 KD cells were fully viable and exhibited no growth defects (Yoffe et al. 2016).

### Preparation of samples for ribosome profiling and RNA-seq

For RNA-seq, control (NT) and KD hESCs were washed with PBS and then collected with Tri-Reagent (Sigma-Aldrich), total RNA was extracted, and poly(A) selection was performed using Dynabeads mRNA DIRECT Purification Kit (Invitrogen). mRNA samples were subjected to DNase I treatment and 3′ dephosphorylation using FastAP Thermosensitive Alkaline Phosphatase (Thermo Scientific) and T4 PNK (NEB) followed by 3′ adaptor ligation using T4 ligase (NEB). The ligated products were used for reverse transcription with SSIII (Invitrogen) for first-strand cDNA synthesis. The cDNA products were 3′ ligated with a second adaptor using T4 ligase and amplified with eight cycles of PCR for final library products of 200–300 bp. For Ribo-seq libraries, cells were subsequently treated with 100 µg mL^−1^ CHX for 1 min. Cells were then placed on ice, washed twice with PBS containing 100 µg mL^−1^ CHX, scraped from 10 cm plates, pelleted and lysed with lysis buffer (1% Triton X-100 in 20 mM Tris pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 1 mM dithiothreitol supplemented with 10 U mL^−1^ Turbo DNase and 100 µg mL^−1^ CHX). After lysis, samples stood on ice for 2 h and subsequent Ribo-seq library generation was performed as previously described (Finkel et al. 2021b). In brief, cell lysate was treated with RNaseI for 45 min at room temperature followed by SUPERase-In quenching. The sample was loaded on sucrose solution (34% sucrose, 20 mM Tris pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 1 mM dithiothreitol, and 100 µg mL^−1^ CHX) and spun for 1 h at 100,000 rpm in a TLA-110 rotor (Beckman) at 4°C. The pellet was resuspended in TRI reagent and the RNA was collected using chloroform phase separation. For size selection, 15 µg total RNA was separated on a 15% TBE-urea gel for 65 min, and 28–34 footprints were excised using 28 and 34 flanking RNA oligos, followed by RNA extraction and Ribo-seq protocol (Finkel et al. 2021b). Total RNA-seq and Ribo-seq libraries were sequenced on an Illumina NovaSeq 6000 system.

### Ribosome profiling and RNA-seq analysis

Paired-end reads were first trimmed from their linker sequence (CTGTAGGCACCATCAAT) and poly(A) using cutadapt and filtered from rRNA reads by bowtie (v1.2.3) alignment to rRNA library. Reads that passed this filtration were aligned to human genome version hg38 using STAR version 2.7.3a. Only uniquely aligned reads were used for further analyses. For total RNA, normalization of the counts and differential expression analysis was performed using DESeq2 (version 1.30.1) (Love et al. 2014) using default parameters. Raw *P*-values were adjusted for multiple testing using the procedure of Benjamini and Hochberg. Genes with a fold-change ≥2/≤0.5, with a *P*_adj_ ≤ 0.05 and average normalized read count of total RNA samples >10 were considered as differentially expressed genes. For analysis of total RNA from *Kmt2d* KO mESCs, raw data were downloaded from GEO accession GSE99022 (Cao et al. 2018), and analyzed as above. For Ribo-seq analysis, reads were counted in the coding region excluding 15 and 6 nt from the initiating methionine and ends of each CDS, respectively (Ingolia et al. 2009; McGlincy and Ingolia 2017). The read count normalization and *P*-values were calculated with DEseq2 using a model that included the genotype (shDAP5 and shNT) and sample type (Ribo-seq, RNA-seq) as contrasts and an interaction term between the two. Ribosome loading score (RLS) was measured as log_2_(RP/Total), and the fold change upon DAP5 KD was calculated from the ratio of RLS (shDAP5) to RLS (shNT). Genes with fold-changes of at least 1.5, with a *P*-value <0.001, and base mean >10 were considered as genes with significant change in their RLS. RLS was assumed to reflect TE, as later confirmed by observed decreases in protein steady-state levels.

### Prediction of translation initiation sites

Translation initiation sites and uORF identification were predicted using PRICE (Erhard et al. 2018), a computational method that models experimental noise to enable researchers to accurately resolve noncanonical translation initiation and short ORFs. PRICE was run using hg38 and GENCODE V38. The results were filtered to include transcripts with at least 10 average read count in either the shNT samples or the shDAP5 samples. This was applied for the uORFs (ORF types: uORF, uoORF) and main CDSs (ORF types: CDS, Trunc). Transcripts for which both uORF and main ORF predictions passed our filters, and with FDR < 0.05, were considered as transcript with uORFs.

### CLIP and deep RNA-sequencing

hESC H9 (Wa-09) cells grown on Matrigel were UV cross-linked at 0.15 mJ/cm^2^ (254 nm). Cells were harvested and snap frozen. The cell pellets were resuspended in lysis buffer (50 mM Tris–HCl, pH 7.4, 100 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate, with protease inhibitors) and treated with Turbo DNase (Ambion). Equal amounts of protein were used (2 mg). Rabbit anti-DAP5 antibodies (Cell Signaling, 5169 or MBL, RN003P) or control rabbit IgG (Sigma) were precoated onto Protein-A Dynabeads (Invitrogen). DAP5–RNA complexes were immunoprecipitated at 4°C for 2 h, followed by stringent washes, with up to 1 M NaCl. The bound RNA was detached from the beads by proteinase K (New England BioLabs, P8107S), and extracted using phenol:chloroform standard procedures. In parallel, total RNA was extracted from 100 ng of the cell lysate. Three biological replicas of immunoprecipitated and total RNA were processed using the SMARTer Ultra Low Input RNA Kit protocol (Clontech) according to the manufacturer's instructions. Libraries were evaluated by Qubit and Bioanalyzer. Sequencing libraries were constructed with barcodes to allow multiplexing of all samples on one lane. The sequencing was run on an Illumina HiSeq 2000 instrument. The obtained reads, Single-Read 60 bp long, were trimmed using cutadapt and mapped to the human genome (hg38) using STAR v2.4.2a (default parameters). Median sequencing depth was ∼19 million reads per sample and fairly homogenous across samples. Approximately 98% reads were mapped to the genome and ∼90% of the uniquely mapped reads were counted (∼16,500 mRNA transcripts). Counting proceeded over genes annotated in RefSeq, using htseq-count (intersection-strict mode). Differential bound analysis was performed using DESeq2 (version 1.10.1) with the betaPrior, cooksCutoff, and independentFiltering parameters set to False. Raw *p*-values were adjusted for multiple testing using the procedure of Benjamini and Hochberg. Pipeline was constructed using Snakemake. The cutoff for bound genes was a fold-change of at least two compared to the total RNA, FDR < 0.05 and average normalized counts of at least 50.

### Mass spectrometry

For sample preparation, four samples from DAP5-KD and four from NT control hESCs were subjected to in-solution tryptic digestion using the S-Trap method (by Protifi). The resulting peptides were fractionated offline using high pH reversed phase chromatography, followed by online nanoflow liquid chromatography (nanoAcquity) coupled to high resolution, high mass accuracy mass spectrometry (Thermo Orbitrap Exploris 480). Samples from each fraction were analyzed on the instrument separately, and within each fraction samples were analyzed in random order in discovery mode. The raw data were processed with MaxQuant v1.6.6.0. The data was searched with the Andromeda search engine against the human and mouse proteome databases as downloaded from Uniprot.org, appended with common laboratory protein contaminants and the following modifications: fixed modification-cysteine carbamidomethylation; variable modifications-methionine oxidation, asparagine and glutamine deamidation, and protein amino-terminal acetylation. The quantitative comparisons were calculated using Perseus v1.6.0.7. Decoy hits were filtered out, and only proteins that were detected in at least two replicates of at least one experimental group were kept. Contamination signals from the mouse proteome, resulting from initial coculture on MEF feeder cells, was estimated to be approximately two orders of magnitude weaker than the human proteome signal, based on a quantitative index called iBAQ, and mouse genes were filtered out from the data.

### Western blot analysis

shNT and shDAP5 hESCs were lysed with RIPA buffer, and 50 µg lysate was resolved on 8.5% SDS-PAGE gels for western blotting, according to standard protocols. The following primary antibodies were used: DAP5 (BD Biosciences, cat# 610742); CCDC88A (Cell Signaling, cat# 14200); MPRIP (Proteintech, cat# 20040-1-AP), ROCK1 (Cell Signaling, cat# 4035T) TOP2B (Proteintech, cat# 20549-1-AP), eIF2α (Santa Cruz, cat# sc11386), phoshoSer51 eIf2α (Abcam, cat# ab32157), Tubulin (Sigma-Aldrich, cat# T9026). Secondary antibodies were HRP-conjugated anti-mouse or anti-rabbit IgG (Jackson ImmunoResearch cat# 111-035-06 or cat# 115-035-003).

### Statistical analysis

Statistical tests were applied as indicated in figure legends and/or text.

## DATA DEPOSITION

All RNA sequencing data for total RNA (RNA-seq) and Ribo-seq experiments in NT and DAP5 KD cells and CLIP-seq experiments in H9 cells were deposited in NCBI GEO Gene Expression Omnibus, accession GSE193115. The mass spectrometry proteomics data have been deposited in the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al. 2019) partner repository with the data set identifier PXD030717.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Supplementary Material

Supplemental Material

## Figures and Tables

**Maya David:**
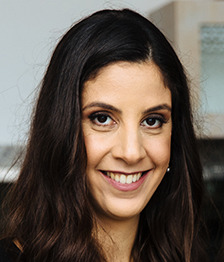

# Supplementary material for: DAP5 drives translation of specific mRNA targets with upstream ORFs in human embryonic stem cells
**Source:** RNA. 2022 Oct;28(10):1325–36. doi: 10.1261/rna.079194.122
**Supplement:** Supplemental Material

DAP5 drives translation of specific mRNA targets with upstream ORFs in human embryonic stem cells — Supplemental Material 

# DAP5 drives translation of specific mRNA targets with upstream ORFs in human embryonic stem cells

## Supplemental Material

- Supplemental\_Fig\_S1.pdf
- Supplemental\_Fig\_S2.pdf
- Supplemental\_Legends.docx
- Supplemental\_Table\_Legends.docx
- Supplemental\_Table\_S1.xlsx
- Supplemental\_Table\_S2.xlsx
- Supplemental\_Table\_S3.xlsx
- Supplemental\_Table\_S4.xlsx

# Supplementary material for: DAP5 drives translation of specific mRNA targets with upstream ORFs in human embryonic stem cells
**Source:** RNA. 2022 Oct;28(10):1325–36. doi: 10.1261/rna.079194.122
**Supplement:** Supplemental Material

Supplemental Figure S1

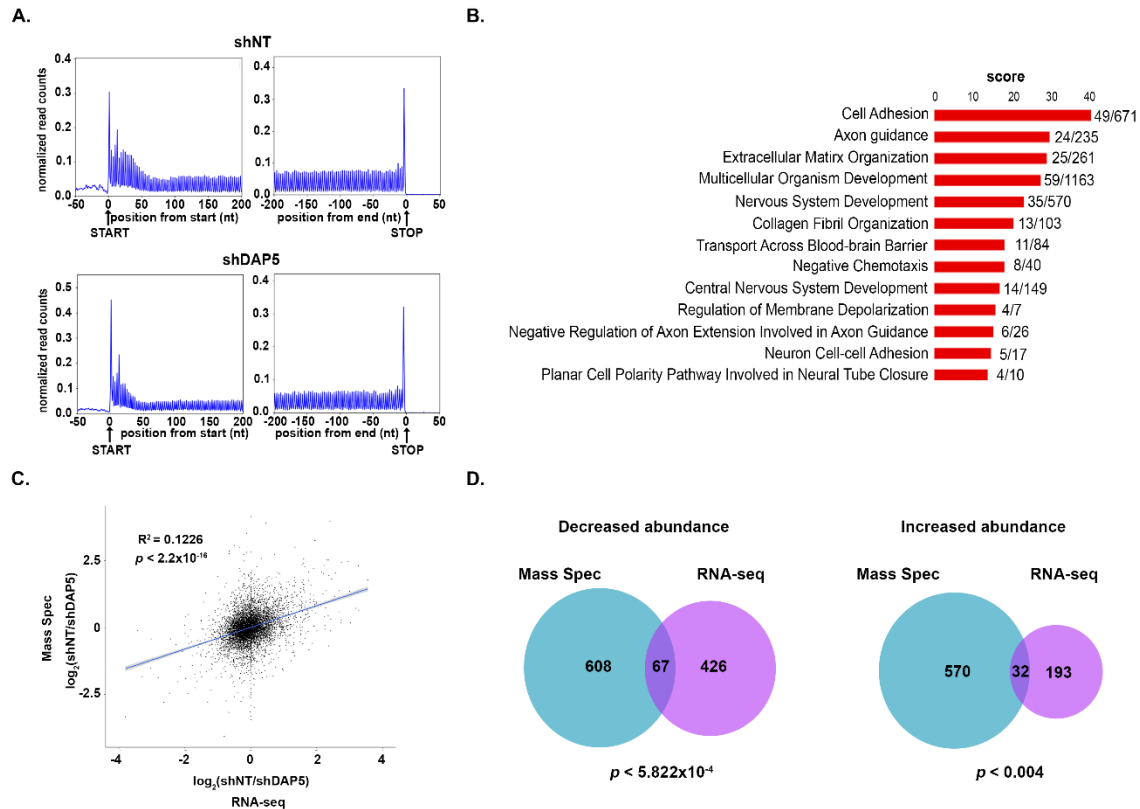

**Supplemental Figure S1. Analysis of Ribo-seq and RNA-seq datasets.** **A.** Metagene analysis of read densities relative to the maximal signal of each gene around the start and stop codons of cellular CDSs at 5 hpi. Shown are representative plots of all 4 repeats for shNT and shDAP5 samples. **B.** Enriched GO terms as determined by GeneAnalytics of differentially expressed genes identified by RNA-seq of total mRNA upon KD of DAP5 in hESCs, compared to control NT KD. Scores are based on  $p$ -values, after correction for multiple comparisons by the false discovery rate (FDR) method; only high quality score GO terms are listed. Numbers at right correspond to the number of matched genes out of the total number of genes in the pathway. **C.** Correlation between differentially expressed genes identified in RNA-seq and proteins with changed abundance as identified by MS. Dots represent the derived fold-change of each gene in either dataset, line represents the calculated linear regression. **D.** Venn diagrams showing overlap between RNA-seq and MS datasets, for transcripts/proteins with decreased abundance and increase abundance, excluding those that were shown to be DAP5 translation targets. Statistical significance was determined by hypergeometric test.

# Supplementary material for: DAP5 drives translation of specific mRNA targets with upstream ORFs in human embryonic stem cells
**Source:** RNA. 2022 Oct;28(10):1325–36. doi: 10.1261/rna.079194.122
**Supplement:** Supplemental Material

Supplemental Figure S2

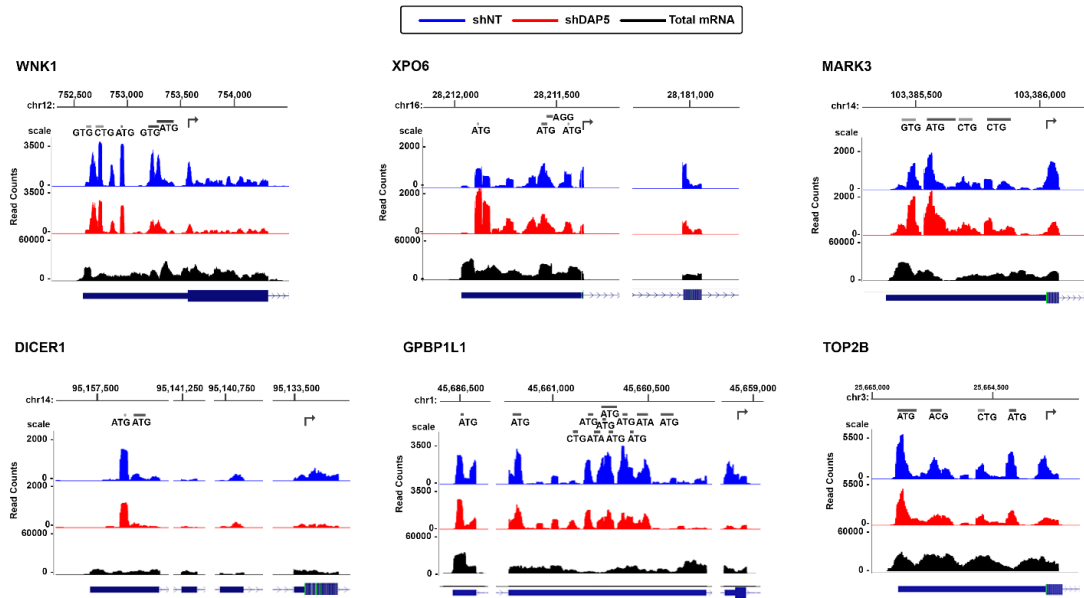

**Supplemental Figure S2. DAP5 translationally activated genes are enriched with uORFs.** Ribosome profiling footprints (blue, red) and total mRNA reads (black, one representative NT KD sample) distribution along the 5' leader and the 5' proximal coding sequence of the indicated genes, in NT and DAP5 KD hESCs. Shown are snapshots from the UCSC genome browser, with Ribo-Seq replicates presented in track collection mode using merging method "add". The structure of the mRNA is shown at the bottom. Chromosomal positions are shown at top. For clarity, all genes are shown in the 5' to 3' orientation regardless of the chromosomal orientations of their respective loci; genes that are encoded on the minus strand are shown on the reverse strand (i.e. XPO6, DICER1, GPBP1L1 and TOP2B). Genes for which the 5'UTRs span more than a single exon (DICER1, GPBP1L1) are presented using "multi exon" view with chromosomal segments split accordingly. Arrows indicate initiation of CDS. Note that for XPO6, the exon containing the 5'UTR contains the very beginning of the CDS, which continues in a distant exon. Dark grey bars indicate position and length of manually detected, statistically significant uORFs ( $p < 0.05$ ) uORFs that were nevertheless omitted from the PRICE analysis due to misidentification/misclassification of the corresponding CDS. Note that these did not necessarily pass the more stringent FDR threshold used for the PRICE-identified uORFs. Positions and lengths of non-significant uORFs ( $p > 0.05$ , as defined by PRICE criteria) are also indicated by light grey bars. Start codon of each uORF is indicated next to the corresponding bar. Note that the PRICE-recognized uORFs in the WNK1 gene proximal to the CDS (black bars) are DAP5 dependent, while the manually identified uORFs proximal to the 5' end of the mRNA are DAP5 independent. Further details on manually detected uORFs can be found in Supplementary Table S3, third tab.

# Supplementary material for: DAP5 drives translation of specific mRNA targets with upstream ORFs in human embryonic stem cells
**Source:** RNA. 2022 Oct;28(10):1325–36. doi: 10.1261/rna.079194.122
**Supplement:** Supplemental Material

**Supplemental Material**

Large datasets are presented as Excel tables (.xlxs) in Supplemental Materials with accompanying legends (Supplemental_Table_Legends.doc).

**Supplemental Table S1**, Results of Ribosome Profiling and DAP5 regulated mRNAs **Supplemental Table S2**, List of proteins with decreased levels upon DAP5 KD as identified by Mass Spectrometry

**Supplemental Table S3**, List of all uORFs identified in the Ribo-seq experiment using the PRICE tool

**Supplemental Table S4**, Results of CLIP analysis and DAP5 bound mRNAs

**Supplemental Figure S1**, Additional analysis of RNA-seq, MS and Ribo-seq experiments

**Supplemental Figure S2,** Ribosome footprints of DAP5 translationally activated target genes with manually detected uORFs

# Supplementary material for: DAP5 drives translation of specific mRNA targets with upstream ORFs in human embryonic stem cells
**Source:** RNA. 2022 Oct;28(10):1325–36. doi: 10.1261/rna.079194.122
**Supplement:** Supplemental Material

**Legends for Supplemental Tables**

**Supplemental Table S1. Results of Ribosome Profiling and DAP5 regulated mRNAs.**

First tab shows differentially expressed genes in DAP5 KD hESCs, defined as those with fold change <0.5 or >2.0, FDR <0.05. Second tab shows genes translationally regulated by DAP5, defined as those with a TE fold-change ratio >1.5, *p*<0.001 in shDAP5 vs control shNT KD hESCs. Genes highlighted in pink were downregulated by DAP5 KD, those in blue were up-regulated. Third tab shows all normalized total mRNA reads and the DEseq2 statistical analysis of the shDAP5 vs shNT samples. Fourth tab shows all normalized mRNA levels in ribosome profiling (RP) and total mRNA sequencing in each of 4 repeats for shDAP5 and shNT hESCs, and the DEseq2 analysis of the results.

**Supplemental Table S2. List of proteins with decreased levels upon DAP5 KD as identified by Mass Spectrometry.**

First tab shows the proteins whose levels significantly decreased (p<0.05) in shDAP5 vs shNT KD hESCs, as detected by MS analysis. Second tab shows all the results of the MS, with intensities shown per protein in each of 4 repeats for shDAP5 and shNT KD hESCs. RNA-seq data was also included as a comparison, for those genes that were detected in both methods.

**Supplemental Table S3. List of all uORFs identified in the Ribo-seq experiment using the PRICE tool.** First tab shows significant results after application of statistical filters. Genes identified as DAP5 activated in the Ribo-seq experiment are indicated by 1 in last column, and are also shown separately in the second tab. *P*-values were calculated by PRICE and were corrected for multiple testing using FDRtools package. Note that some genes are represented by more than 1 uORF. Types of PRICE predictions include: uoORF, upstream overlapping ORF starts in 5'-UTR and ends within CDS; uORF, upstream ORF starts and ends in 5'-UTR. CDSs are indicated as either CDS (ORF is exactly as in the annotation) or Trunc (ORF is contained in a CDS, ending at its stop codon). Ratios of reads from uORF and CDS sequences are presented for shNT and shDAP5 samples. Third tab shows PRICE data for genes in which uORFs were identified manually, as the tool assigned the CDS to a separate transcript or otherwise mis-identified the CDS, as indicated. ncRNA, non-coding RNA, identified as such instead of as uORF due to analysis of wrong cDNA variant.

**Supplemental Table S4. Results of CLIP analysis and DAP5 bound mRNAs.**

First tab shows list of mRNAs identified in CLIPs with both MLB and CS anti-DAP5 antibodies. Bound mRNAs were defined as those with base mean>50, fold-change ratios of levels in IP compared to total mRNA levels >2, and adjusted *p*<0.05. Final column indicates which of the bound proteins are also DAP5 translation targets, according to RP Ribo-seq data. Second tab shows all normalized data from each of three repeats from total mRNA, and IPs with MLB and CS anti-DAP5 antibodies.

How the deposited data were processed for this re-analysis (not part of the article)

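The data came from H9 cells, an established line of human embryonic stem cells (hESCs). Ribo-seq (RP) and RNA-seq (total mRNA) were measured in cells stably expressing an shRNA against DAP5 (shDAP5) or a nontargeting shRNA (shNT), with 4 libraries for each shRNA and library type and 16 in all. CLIP-seq was measured in cells without a knockdown, with 3 libraries of total RNA, 3 of the IP with the MBL antibody and 3 of the IP with the CS antibody. Libraries were grouped by the shRNA and library type, or by the antibody, in their labels. The paper describes 4 independent experiments and the labels number 4 replicates, but the columns of the Ribo-seq and RNA-seq counts carry none of these numbers and name replicates 1 and 2, each with parts a and b. Each column was counted as a sample, and whether parts a and b are separate cultures is not known. After the effects of the groups were removed, the difference between replicates 1 and 2 correlated across genes by 0.165 to 0.49 over the 6 pairs of groups, so that the replicates of the column names pair the libraries. In CLIP-seq, the paper states that the IPs and total RNA came from the same experiments, and the column names of same-numbered libraries share an experiment, so these are taken as paired, although their deviations from the group means correlated by only 0.0133 to 0.15, with 1 of 9 above 0.1. The main fits of both experiments leave this pairing out, and fits with a block for it are given as alternatives.

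The authors deposited raw counts per gene, without normalization, for both experiments. For Ribo-seq and RNA-seq, the authors removed adaptor and poly(A) sequence with cutadapt and rRNA reads with bowtie, aligned the rest to hg38 with STAR, kept uniquely aligned reads and counted RP reads in the CDS without the stretches at its ends. For CLIP-seq, the authors aligned the reads to hg38 with STAR and counted those falling strictly within RefSeq genes with htseq-count. Both tables held whole numbers. The Ribo-seq and RNA-seq table had 14511 genes, along with 1890 lines without a gene name and 17 columns without a name or values, which were not used. The CLIP-seq table had 16445 genes. Symbols were matched to GENCODE (GRCh38) for 14389 and 15911 of these genes, respectively, after older symbols were replaced, to obtain positions, lengths and GC content. The paper's gene lists and uORF positions were read from its supplemental tables.

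Computations were done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. Counts were normalized with edgeR's TMM method and fitted with its quasi-likelihood model, all 16 libraries in one fit and all 9 CLIP-seq libraries in another, without a term for the replicate. Normalized counts are counts divided by the effective library size and scaled to a common one. For total mRNA, genes with a mean normalized count above 10 over the total mRNA libraries were tested, and a call required a 2-fold change and a Benjamini-Hochberg adjusted p of at most 0.05. For RLS, the log2 ratio of RP to total mRNA, the interaction of shRNA and library type was tested for genes with a mean above 10 over all 16 libraries, and a call required a 1.5-fold change and an unadjusted p under 0.001, as the paper sets it. For CLIP-seq, each IP was compared with total RNA for genes with a mean of at least 50, and a call required a 2-fold higher level and an adjusted p under 0.05.  Where every library of a group had 3 counts or fewer, the fold was computed against 3 counts and is given as a lower bound.

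Gene sets were tested with limma's camera at a preset correlation of 0.01, beside camera with an estimated correlation and fry, each with the p adjusted over the 7 sets tested in RLS or the 14 in total mRNA. The adjustment for the latter 2 tests was added after the results were seen. Tests of shares of genes used a two-sided Fisher's exact test against the genes that passed the same filters. The families of collagens, integrins, laminins, cadherins and protocadherins, matrix proteases and axon guidance genes, and the lists of ribosomal protein, oxidative phosphorylation, histone, initiation factor, fibroblast, pluripotency, neuroectoderm and mesendoderm genes, were fixed before the data were examined, as were the settings named in the closing section unless it says otherwise. A list of 5′ TOP mRNAs other than those of ribosomal proteins was added later. The genes named are those the paper names for these experiments and, for each test, the 5 genes with the smallest p in each direction among those past the thresholds. A few others are named for a stated reason and were chosen after their values were seen. They are NETO2, the highest in a range, TRIM71 and TNFRSF21, the most enriched listed mRNAs, SETD5 and MAP3K11, at the limit of a call, and the genes listed in the closing section.

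The tests were checked on counts simulated for the real genes at the real library sizes, in which 200 genes were changed by known amounts. Principal components were computed from log2 CPM with a prior count of 2. A tested gene had a median of 31.9 counts in a total mRNA library and of 128 in an RP library. Which of these depths limited the precision of RLS more was not tested. The biological coefficient of variation was 0.161 in Ribo-seq and RNA-seq and 0.22 in CLIP-seq. The alternatives were DESeq2, other normalizations, other limits on low counts, other sets of libraries in the fit, fits without each library in turn, other set tests, and, chosen after the data were seen, a surrogate variable, RP libraries thinned to one depth, replicates 1 and 2 as a block, and parts a and b summed.

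Footprints on uORFs were not counted here, as the counts cover the CDS, and the uORF/CDS ratios given are the paper's. Pathway terms of GeneAnalytics, the proteomics, the western blots and the reporter and mouse experiments were not analysed here.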

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

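The tests of the ribosomal protein genes and of the protocadherin alpha cluster were chosen only after the results were seen, as were the relabellings within replicates.

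An shDAP5 RP library had 7686638 counts, compared with 2299405 to 2669574 in the other 3 libraries of its group. Its distance to the nearest of them was 0.931 of the range of the group, above Dixon's critical value for 4 samples. Of 68 groups of 4 libraries looked at in this way, covering the library totals and 16 genes, 2 exceeded this value and 3.4 would do so by chance. Unequal depth was tested as a cause of the lower RLS in DAP5 KD cells. With all RP libraries thinned to the depth of the smallest, the median RLS log2 fold change of the 68 mRNAs in Table 1 was -0.98, compared with -0.96 at full depth, and 39 genes had a lower RLS compared with 40, of which 34 were shared. This argues against depth as the cause. Without this library, 48 genes had a lower RLS. No biological explanation for its depth was tested.

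KMT2D had 1539 normalized counts in the shDAP5 total mRNA library of 978306 counts, compared with 1217 to 1266 in the other 3. The distance to the nearest of them was 0.847 of the range, above the same critical value. With 2 such groups where chance gives 3.4, this value alone sets no library apart. Without this library, the RLS of KMT2D changed by -0.77 on the log2 scale, as with it, and was again over the limit of 0.001 on the unadjusted p. No biological explanation was tested.

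The ribosomal protein genes had a higher RLS in DAP5 KD cells, whereas the paper cites earlier polysome work in which DAP5 was necessary for their translation. Of the 75 tested, 73 were higher, with a median log2 fold change of 0.42, relative to 0.037 for all tested genes (camera, adjusted p = 1.42e-28). The shift also passed fry (adjusted p = 0.0169) but not camera with an estimated correlation (adjusted p = 0.0785), and was 0.39 when RP and total mRNA libraries were normalized separately. Of 100 relabellings of the libraries, 2 had as small a camera p, the real one included, although 12 had as large a median in either direction. With the replicate of the column names as a block and relabellings within it, these were 2 and 13 of 100. Footprints are counted over a CDS without its ends, and so short CDSs and high mRNA levels were tested as a technical cause. Among genes with a CDS of at most 1000 nt and at least 700 normalized counts in total mRNA, the 58 ribosomal protein genes had a median of 0.43 and the 45 other genes 0.25. The former were shorter and more abundant, with a median CDS of 472.5 compared with 681 nt and 1712 compared with 1160 counts. With both properties as linear terms, the difference was 0.14 (permutation p = 0.00384 over genes, which are not independent replicates), which argues against this as the whole cause. As 39 of these 45 genes were also higher, much of the shift remains open to it. A candidate explanation is a class effect on 5′ TOP mRNAs. Of 15 listed 5′ TOP mRNAs that encode other proteins, 14 were tested and 13 were higher, with a median of 0.42, a shift under the limit of 0.05 in camera and in fry, each as a single test without adjustment, while PABPC1 was not (-0.026). Some of these mRNAs are short and abundant as well, and growth or stress of the cultures was not tested.

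Protocadherin alpha genes, among them PCDHA3 and PCDHA11, had a higher RLS in DAP5 KD cells. Their transcripts share 3′ exons, so that reads can be moved between members by the alignment. The counts of the 15 members were therefore summed. The sum rose in RP from 105 ± 8.42 (SD, n = 4) to 199 ± 11.4 (SD, n = 4) normalized counts, a log2 fold change of 0.93 (standard error 0.142, adjusted p = 2.12e-05, edgeR), which a mere exchange of reads between members would not give. In total mRNA the sum changed by 0.38 (standard error 0.143, adjusted p = 0.0696, edgeR, or 0.0409 with the replicate of the column names as a block). The RLS of the sum changed by 0.55 (standard error 0.201), which argues against the mRNA level as the whole cause and does not pass the limit of 0.001 used for single genes. Of 10 members tested, 6 had a higher RLS. A change in which members are transcribed stays open and was not tested.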

How the results depend on the processing

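The settings below were chosen before the data were examined, except for the surrogate variable, the RP libraries thinned to one depth, the replicate block and the summed parts in Ribo-seq and RNA-seq, and DESeq2 for the CDS footprints and the bound mRNAs with uORFs, which were chosen after seeing the data. Outside the fits that left out a library, 120 of 142 values of 29 summary results kept their direction and their side of the threshold, 12 became weaker, 9 stronger and 1 moved. For the RLS of 23 named genes, 186 of 204 values did so, 7 became weaker and 11 stronger, and for the CLIP-seq enrichment of named mRNAs, 276 of 286 did so, 4 became weaker, 2 stronger and 4 reversed. All 108 values for the total mRNA of 11 named genes did so. Among the summary results, a number of genes could change to some extent and still be counted as kept. For example, the fit of the 8 total mRNA libraries alone was counted so, with 384 lower genes compared with 526.

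With a mean above 50 counts there were 137 lower and 71 higher genes in total mRNA, compared with 526 and 217, all of them among the latter, as fewer genes were tested, and 9 genes with a higher RLS compared with 15. The Benjamini-Hochberg adjusted p left 22 genes with a lower and 7 with a higher RLS, by construction a subset. DESeq2 gave 68 genes with a lower RLS, of which 40 were shared with the 40 of edgeR, and all 68 mRNAs of Table 1 passed compared with 40. The median RLS log2 fold change of all tested genes was -0.0053 in DESeq2, compared with 0.037. In edgeR with RLE normalization it was -0.0056, with 52 lower genes. How much of the difference in calls is due to this shift was not tested. DESeq2 moved 7 named genes past the limit of p, among them KMT2D (-0.81). With 1 surrogate variable, 26 genes had a higher RLS and KMT2D passed (-0.74), and the cause was not tested. With the RP libraries thinned, BMP2K no longer passed (-0.98).

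The median RLS change of uORF genes (-0.053) did not pass fry or camera with an estimated correlation (adjusted p = 0.340 and 0.241), nor did that of oxidative phosphorylation genes (0.18) pass fry (adjusted p = 0.401). Histone genes passed camera with separate TMM (0.36, without adjustment), and laminins in total mRNA with camera (-0.21, adjusted p = 0.0266) in place of Fisher's exact test. These causes were not tested. The share of the first component of the Ribo-seq and RNA-seq libraries moved to 53.9% with genes centred and not scaled.

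In CLIP-seq, library totals alone in place of TMM gave 2462 mRNAs bound with CS and 2112 with both antibodies, compared with 1167 and 1032. As this moved the median of all mRNAs by 0.37 for CS and by 0.33 for MBL, enriched mRNAs made up 86.1% of the calls with CS and 70.7% with MBL, compared with 53.4% and 52.4%. Relative to these shifts, 4 values reversed, EIF4G2 with CS (0.31) and with MBL (0.16), ROCK1 with CS (0.15) and TOP2B with CS (0.16). With a mean of at least 200, 755 mRNAs were bound with CS, as fewer were tested.

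The fits that each left out a library gave 32 to 73 genes with a lower RLS and 7 to 30 with a higher RLS. There were 73 lower genes without the shNT RP library of 6690784 counts, 38 of them shared with the 40, 70 without the shDAP5 total mRNA library of 978306 counts and 62 without the shNT total mRNA library of 1011008 counts. Of the higher genes, 30 were found without the shNT RP library of 2825525 counts and 7 without that of 4130762 counts, 8 without the shNT RP library of 3071797 counts, 10 without that of 6690784 counts, 8 without the shNT total mRNA library of 902714 counts and 9 without that of 814654 counts. In the fit with 30 higher genes, the median RLS log2 fold change of all tested genes was 0.024. In the other fits named here it lay between -0.060 and -0.045, compared with 0.037 with all libraries. In total mRNA there were 412 to 529 lower and 200 to 268 higher genes, in CLIP-seq 966 to 1338 mRNAs bound with CS, 2056 to 2329 with MBL and 898 to 1193 with both. In CLIP-seq, 6 values reversed. Over these fits, EIF4G2 with CS ranged from -0.11 to 0.00037 (the latter without CS IP 1), ROCK1 with CS from -0.48 to 0.020 (without total RNA 3), CCDC88A with MBL from -0.076 (without MBL IP 3) to 0.20, and CAMSAP2 with CS from -0.16 (without total RNA 3) to 0.31. The values that reversed lie between -0.16 and 0.020, whereas the other ends of these ranges reach -0.48 for ROCK1 and 0.31 for CAMSAP2. For the RLS of named genes, 338 of 368 values kept their side, 16 became weaker and 14 stronger. For the enrichment of named mRNAs, 404 of 432 did so, 20 became weaker and 2 stronger.

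Libraries could not be paired by the replicate numbers 1 to 4 of the labels, because the Ribo-seq and RNA-seq columns carry none of them. They could be paired by replicates 1 and 2 of the column names. With replicates 1 and 2 of the column names as a replicate block instead, 51 genes had a lower RLS, 40 of them shared with the 40, and 25 had a higher RLS, 15 of them shared with the 15. The RLS of KMT2D passed (-0.77, adjusted p = 0.0300), and CDC42BPB (-0.58) and WNK1 (-0.57) came under the limit of p at less than 1.5-fold. With the adjusted p, 32 genes had a lower and 13 a higher RLS, compared with 22 and 7, and ROCK1, CAMSAP2 and MPRIP came under 0.05. In total mRNA, 3 integrins were lower compared with 2, 6 cadherins and protocadherins were higher compared with 4 and passed Fisher's exact test, the summed protocadherin alpha counts passed (adjusted p = 0.0409), laminins, matrix proteases and fibroblast markers passed fry, and mesendoderm markers passed camera. Apart from the total mRNA of CDC42BPB (adjusted p = 0.0286 with the block), no other gene list, family or named gene tested with this block changed its call. With parts a and b summed, 23 genes had a lower RLS, 21 of them shared with the 40, and 5 a higher RLS, all among the 15, and 22 of the 68 mRNAs of Table 1 passed. ROCK1 (-1.40), MARK3 (-0.92), MPRIP (-0.96), CAMSAP2 (-1.29), BMP2K (-1.09) and FTL (0.66) no longer passed. In total mRNA, 371 genes were lower and 201 higher with the parts summed, compared with 526 and 217. As summing leaves 2 samples per group, fewer calls are expected. In CLIP-seq, a fit with the experiment as a replicate block gave 1239 mRNAs bound with CS, 2301 with MBL and 1101 with both, of which 1144, 2210 and 1020 were shared with the fit without it, and all 51 values kept their direction and side. 

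The RLS test has limited power, and how much of this is due to the depth of the total mRNA libraries was not tested. In counts simulated at the real library sizes, the test recovered 84 of 200 genes changed by 1 on the log2 scale and 172 of 199 changed by 2. Genes with smaller changes were thus missed more often.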

Differences from the paper's values

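The number of genes with a lower RLS in DAP5 KD cells was 40 in edgeR's test, compared with the paper's 68. DESeq2, which the paper's methods name for this test, gave 68 genes here, the same 68 as in the paper's list. Among the alternatives set before the data were examined, edgeR with RLE normalization (52) and with TMM within each library type (47) also came within 1.5 times of the paper's number, whereas no limit on low counts (45), a mean above 50 (36) and the Benjamini-Hochberg adjusted p (22) did not. Of the settings chosen after seeing the values, 1 surrogate variable (50) and the replicate of the column names as a block (51) did, and RP libraries thinned to one depth (39) and parts a and b summed (23) did not. All 40 genes are on the paper's list. Of the named genes on it, CDC42BPB, NCKAP1, ARHGAP35, WNK1, TOP2B, KMT2D and LGR4 passed the limits in DESeq2 and not in edgeR, where their RLS log2 fold changes were -0.58, -0.62, -0.57, -0.58, -0.70, -0.77 and -0.59. KMT2D also passed in edgeR with the block (-0.77) and with 1 surrogate variable (-0.74).

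Of the genes with lower RLS, 13 had a PRICE uORF, compared with the paper's 23. With the 68 mRNAs of Table 1 or with the genes called by DESeq2, the number was 23. With the background limited by footprint level it was 10, and with the replicate of the column names as a block, chosen after seeing the values, 16. The share of the called genes was 32.5%, and the paper's is 33.8%.

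Of the genes with lower RLS, 10 were bound with both antibodies, compared with the paper's 18. With the 68 mRNAs of Table 1 the number was 21, with DESeq2 for both experiments 19, and for mRNAs bound with MBL 14, as with the replicate of the column names as a block (14, chosen after seeing the values), all within 1.5 times of the paper's. For mRNAs bound with CS (10) and without a limit on low counts (10) it was not. All 18 mRNAs of the paper were among the 21, and those not on its list were PCNXL3, MAP3K11 and SETD5. In DESeq2, PCNXL3 was bound and the other two were not.

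The first 2 principal components of the CLIP-seq libraries explained 56.2% of the variance, compared with the paper's 98%. With genes centred and not scaled the share was 56.7%, and with a prior count of 0.5 it was 56.2%. None of the alternatives set before the data were examined closed the gap.

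The paper cites earlier polysome work in which DAP5 was necessary for the translation of ribosomal proteins and of proteins of mitochondrial respiration. In the ribosome profiling counts, the RLS of both lists was higher in DAP5 KD cells, with a median log2 fold change of 0.42 for ribosomal protein genes and 0.18 for oxidative phosphorylation genes. Polysome association was not measured here.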

Other observations

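These tests were chosen only after the results were seen: the poly(A) selection of histone mRNAs, the surrogate variable, the fibroblast markers, the lengths and GC content of the bound mRNAs in the RLS test, the relabellings and divisions within replicates, the trends taken out of the fits with a block, and the removal of length and GC together in CLIP-seq, with the numbers of mRNAs left open there.

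For total mRNA, 1 of the 35 divisions of the 8 libraries into 4 and 4, the real one, gave as many as 526 lower genes on a side, and likewise 1 of 35 gave as many as 217 higher genes. No other division gave more than 1 gene on both sides together. A gain or loss of a chromosome in 1 of the 2 lines was tested as a cause. Of 23 chromosomes with at least 50 tested genes, chromosome 12 differed most from all genes, with a median log2 fold change lower by -0.12, far less than a gained or lost copy of it would give. Over windows of 60 genes, the median ranged from -0.29 (chromosome 14, 22946228 to 35404749) to 0.28 (chromosome 19, 55282072 to 58342332) relative to all genes. With 1 surrogate variable in the model, there were 538 lower genes, 508 of them shared with the 526. This variable separated replicates 1 and 2 of the column names in each group. As both replicates are in each group, taking it out could hardly remove a difference between the shRNAs. The fit therefore cannot decide whether unlabelled variation is a cause. A difference between the 2 lines that arose when they were made, apart from the knockdown itself, was not tested. The 13 tested mitochondrial genes had a median log2 fold change of 0.59.

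For RLS, 5 of 100 relabellings of the libraries within each type, the real one included, gave at least 40 genes in one of the 2 directions, and 6 gave at least as many on both sides together. The other 4 kept 3 or 4 of the RP libraries of each shRNA together and so retain a part of the real difference, 2 of them all 4, and the largest gave 129 genes. Of the relabellings, 29 mixed both library types evenly, and these gave at most 15 genes. The median over the 99 others was 1 gene on both sides together. For the higher RLS, 14 of 100 gave at least 15 genes in one of the 2 directions, and 6 gave them in both, as the real one did. With the replicate of the column names as a block, relabellings were drawn within replicates. Of these, 7 of 100 gave at least its 51 lower genes in one of the 2 directions, and the 6 others all kept 3 or 4 of the RP libraries of a shRNA together, 5 of them all 4, with up to 556 genes. Likewise 7 of 100 gave at least its 25 higher genes in both directions. Relabellings that keep the RP libraries of a shRNA together retain a part of the real difference. They therefore cannot decide whether an accident of grouping gave either number, and this stays open. With 1 surrogate variable, 4 of 100 gave as many as its 50 lower genes. The lower-RLS genes had long CDSs, with a median of 3248 nt compared with 1599 nt for genes of matched counts, and across genes the RLS change had a Spearman correlation of -0.257 with CDS length, where genes are not independent replicates. With the trend taken out, 38 of the 40 genes were still 1.5-fold lower (47 of 51 with the replicate as a block), and the median of the 68 mRNAs in Table 1 was -0.87, which argues against CDS length as the cause.

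Of the 68 mRNAs, 3 encode histones, HIST1H1C, HIST1H2AC and HIST1H2BK. Their footprints did not change (median log2 fold change 0.13), while their total mRNA rose, with a median of 1.48. In the other 65, the medians were -0.80 for RP and 0.23 for total mRNA. Most histone mRNAs lack a poly(A) tail and the total mRNA libraries were poly(A)-selected, so that a larger polyadenylated share of these histone mRNAs may have lowered their RLS. The other 54 histone genes had a median of -0.24 in total mRNA. The lengths of the tails were not analysed here.

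The 900 tested genes with PRICE uORFs had a slightly lower RLS as a set, with a median log2 fold change of -0.053 and 515 of them lower (camera, adjusted p = 0.00247). The shift did not pass fry (adjusted p = 0.340) or camera with an estimated correlation (adjusted p = 0.241). Without the 68 mRNAs of Table 1, the median was -0.044 (camera, adjusted p = 0.0280). Of 100 relabellings, 2 had as small a camera p, the real one included, and 43 had as large a median in either direction. With the replicate as a block and relabellings within it, these were 5 and 46 of 100, so that an accident of grouping stays open. Length, GC content and footprint level were tested as a cause. The median of 10000 matched lists was 0.033 and the lowest was -0.018, a share of 1e-04, the smallest these lists can give, which argues against them. Among the 68 mRNAs, the 23 with PRICE uORFs were also more than in 10000 lists matched on footprint level, which had a median of 7 and at most 17 (share 1e-04).

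A higher uORF/CDS ratio can come from fewer CDS footprints alone. The paper's ratio changes were combined with the CDS counts to obtain the implied change of the uORF footprints of 36 uORFs in 23 genes. The mean over genes was 0.25 on the log2 scale (SD 0.875, sign-flip permutation p = 0.19), the median over uORFs was 0.33, and 25 of the 36 were above 0. Fewer CDS footprints alone and additional footprints on the uORFs cannot be told apart for these genes, because the spread between genes exceeds the mean change, uORF footprints were not counted here, and the CDS counts are not the CDS reads of PRICE in the paper's ratio.

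In CLIP-seq, the real division was the only 1 of the 10 divisions of 6 libraries to give as many enriched mRNAs, with CS and with MBL alike, and no other division gave any, those that also part every experiment included. With 10 divisions, this share can never be under 0.1, so that the number of enriched mRNAs cannot be told apart from an accident of grouping in this way. Enrichment rose with transcript length (Spearman correlation across genes 0.461 for CS and 0.56 for MBL) and with GC content (0.312 and 0.308). Of the 1024 bound mRNAs with both values, 477 (46.6%) were still 2-fold enriched with both antibodies after the trend with length was taken out, 744 (72.7%) after that with GC content, and 233 (22.8%) after both. With the experiment as a block, these were 528, 803 and 260 of 1092. For the mRNAs that stayed 2-fold enriched, this argues against length alone or GC content alone as the whole cause. It argues against both together only for the 233 (260 with the block). For the 547 mRNAs that fell under 2-fold with length and the 280 with GC content taken out, binding by DAP5 and the trend cannot be told apart, because long mRNAs may bind more DAP5 for their length. The same holds for the larger number that fell under 2-fold with both taken out. The bound mRNAs among the 68 of Table 1 were compared with 10000 lists matched on length, GC content and CLIP-seq level. The matched lists held a median of 9 and at most 19 bound mRNAs, compared with 21 (share 1e-04, the smallest these lists can give), which argues against these properties as the cause.

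The 917 mRNAs bound with both antibodies and tested for RLS had a median RLS log2 fold change of -0.061, with 534 lower. As a single test without adjustment, this was under 0.05 in camera but not in fry or in camera with an estimated correlation. The median of 10000 lists matched on length, GC content and footprint level was 0.018 and the lowest -0.032 (share 1e-04, the smallest these lists can give).

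The lower collagens in total mRNA were tested against a loss of fibroblast-like cells from the shDAP5 cultures. Of a list of 20 fibroblast markers, 8 are collagens and 2 are in the paper's list of lower mRNAs. The 13 tested had a median log2 fold change of -0.45 (camera, adjusted p = 0.0379; fry, adjusted p = 0.0658, or 0.0156 with the replicate as a block), with 10 lower. Of 7 abundant markers, 4 stayed above the collagens' median by more than 2 standard errors, COL5A2 (0.076), COL6A1 (-0.064), SPARC (-0.040) and THY1 (0.0070), whereas COL1A2 (-1.09), FN1 (-0.87) and COL6A2 (-0.65) were lower. Loss of such cells and lower expression in the hESCs cannot be told apart, because hESCs express several of these genes themselves, at a level that would hide the loss of a small share of cells. By the paper's methods, the hESCs were kept on mouse feeder fibroblasts before their transfer to Matrigel. Reads from such feeders were not looked for here. The collagen set had as small a camera p in 2 of the 35 divisions of the libraries and the axon guidance set in 4, the real one included. The other divisions all kept 3 of the 4 libraries of each shRNA together. Of the 18 divisions with 2 libraries of each replicate on each side, 2 gave as small a p for either set, and an accident of grouping stays open for both sets.

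In RLS, oxidative phosphorylation genes had a median log2 fold change of 0.18 with 71 of 93 higher (camera, adjusted p = 0.000807), histone genes 0.39 with 37 of 57 higher (adjusted p = 0.0689) and initiation factors 0.092 with 13 of 18 higher (adjusted p = 0.298). In total mRNA, initiation factors had a median of 0.22 with 17 of 18 higher (camera, adjusted p = 0.00749), pluripotency markers 0.20 with 11 of 13 higher (adjusted p = 0.0127), mesendoderm markers -0.73 with 6 of 8 lower (adjusted p = 0.325, or 0.0448 with the replicate of the column names as a block), ribosomal protein genes 0.16 with 65 of 73 higher (adjusted p = 0.00167), oxidative phosphorylation genes 0.31 with 78 of 91 higher (adjusted p = 6.78e-05) and histone genes -0.073 with 18 of 39 higher (adjusted p = 0.638). Under fry, the adjusted p was under 0.05 for the initiation factors (0.00985), the pluripotency markers (0.000844) and the oxidative phosphorylation genes (0.0459) in total mRNA and for none of the 3 lists in RLS. EIF3C, an initiation factor with a near-identical copy, has uncertain counts.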
